# Severe attenuation of circadian clock output in the heart following sustained augmentation of cardiomyocyte protein O-GlcNAcylation

**DOI:** 10.3389/fcvm.2025.1601407

**Published:** 2025-07-17

**Authors:** Gobinath Shanmugam, Samuel F. Chang, Helen E. Collins, Chae-Myeong Ha, Mariame S. Kane, Luke Potter, Lily Xie, Luyun Zou, Jianhua Zhang, John C. Chatham, Adam R. Wende, Martin E. Young

**Keywords:** chronobiology, fibrosis, gene expression, post-translational modification, glycobiology

## Abstract

**Background:**

Changes in circadian-related behaviors (e.g., the timing of food intake, sleep cycles) and the environment (e.g., light-dark cycles) increase the risk of numerous cardiometabolic diseases, including diabetes mellitus and cardiac disease. Recent studies indicate a close interrelationship between circadian clocks and the posttranslational modification, protein O-GlcNAcylation. The current study was designed to investigate whether a modest elevation of protein O-GlcNAcylation in the adult mouse heart, similar to levels observed during pathologic states, influenced circadian governance of the heart.

**Methods and results:**

Cardiomyocyte-specific expression of a dominant negative O-GlcNAcase (dnOGAh) for a 2-week period resulted in an approximate 1.5-fold increase in cardiac protein O-GlcNAcylation, impacting 70% of core circadian clock components in the heart at the mRNA level. Further interrogation of cardiac mRNA species in dnOGAh hearts at candidate (RT-PCR) and unbiased (RNAseq) levels revealed a 95% loss of circadian governance of the cardiac transcriptome. This was despite persistent/augmented 24 h oscillations of the core circadian clock proteins BMAL1, REVERB*α*, and PER2 in dnOGAh hearts. Direct comparison of dnOGAh hearts with cardiomyocyte-specific BMAL1 knockout (CBK) hearts underscored an apparent uncoupling of the core clock mechanism from clock control of downstream target genes in dnOGAh hearts, and highlighted that loss of circadian governance results in interstitial fibrosis.

**Conclusions:**

Sustained protein O-GlcNAcylation in the heart causes loss of circadian governance, likely downstream of the core circadian clock mechanism. Moreover, interstitial fibrosis appears to be a universal adverse outcome following impaired circadian governance.

## Introduction

Reversible posttranslational modification (PTM) of cellular proteins is an established means by which biological processes are modulated in both acute and chronic manners. Several hundred different PTMs have been identified, although the function of many of these modifications are not known. Most extensively studied PTMs include phosphorylation, acetylation, palmitoylation, SUMOylation, and O-GlcNAcylation (1). The latter involves the reversible, catalytic O-linked addition of β-N-acetyl-glucosamine to serine and threonine residues of target proteins by the enzyme O-GlcNAc transferase (OGT) (2). This PTM affects protein stability, cellular localization, and functions such as protein-protein interactions and intrinsic activity (2). It has been estimated that >5,000 proteins can be O-GlcNAc modified; O-GlcNAcylated proteins mediate/regulate diverse biological processes, ranging from transcription, translation, and protein quality control, to signaling, electrophysiology, and metabolism (3). Given that the carbon required for this PTM is derived from glucose, fatty acids, and amino acids (via the hexosamine biosynthetic pathway), protein O-GlcNAcylation has classically been considered a nutrient sensing pathway (3). However, it has become increasingly clear that alterations in protein O-GlcNAcylation occur in response to a variety of nutrient-independent stimuli/stresses, in both acute and chronic settings (2, 4). This can be exemplified by studies in the heart, for which perturbations in protein O-GlcNAcylation have been causally linked to acute adaptations to physiologic stimuli (e.g., exercise) and chronic pathologic conditions (e.g., diabetes mellitus and cardiac hypertrophy) (2, 4–6). In the latter case, recently published studies indicate that selective augmentation of protein O-GlcNAcylation in the adult murine heart results in interstitial fibrosis and diastolic dysfunction, which is comparable to the pathologic cardiac remodeling observed during diabetes (7).

Consistent with the dynamic and reversible nature of protein O-GlcNAcylation, levels of this PTM fluctuate over the course of the day in multiple organs, including the heart, peaking during the awake period (8, 9). For the heart, these oscillations appear to be driven in large part by the cardiomyocyte circadian clock (8). This cell autonomous timekeeping molecular mechanism is comprised of a series of interconnected transcription-translation feedback loops, which have a free running periodicity of approximately 24 h (10). Numerous core circadian clock components are regulated by PTMs, which are critical for the temporal nature of this timekeeping mechanism (11). One such PTM is protein O-GlcNAcylation. For example, BMAL1 (brain and muscle ARNT-like 1), CLOCK (circadian locomotor output cycles kaput), and PER (period) proteins can be O-GlcNAc modified, which affects the nuclear-cytosolic localization, DNA binding, and/or stability of these core circadian clock components (8, 9, 12, 13). Consistent with these reports, acute (i.e., <24 h) pharmacologic augmentation of protein O-GlcNAcylation cause a rapid phase shift in the heart circadian clock (8).

Considerable overlap exists between the cellular processes regulated by circadian clocks and protein O-GlcNAcylation. Moreover, cardiomyocyte circadian clock disruption and chronic elevation of cardiomyocyte protein O-GlcNAcylation both result in cardiac fibrosis and contractile dysfunction (7, 14–16). Despite these observations, and the aforementioned interrelationship between the circadian clock and protein O-GlcNAcylation, it is unclear whether sustained elevation of O-GlcNAcylation (as might be observed during a disease state) contributes towards adverse cardiac remodeling through impairment of circadian governance (i.e., the ability of the circadian clock to temporally regulate biologic processes). To gain insight into this possibility, we compared the impact of sustained elevation of cardiomyocyte protein O-GlcNAcylation and cardiomyocyte BMAL1 deletion on circadian governance. These studies revealed that a modest (∼1.5-fold) increase in cardiac protein O-GlcNAcylation for 2 weeks is sufficient to severely attenuate the cardiac diurnal transcriptome, including circadian governance of genes involved in the extracellular matrix and collagen deposition.

## Methods

### Animals

The present study utilized inducible, cardiomyocyte-specific dominant negative O-GlcNAcase (dnOGAh) transgenic mice, as described previously (7). Briefly, to generate dnOGAh mice, TRE-EGFP-dnOGA (tetracycline-responsive element, enhanced green fluorescent protein, rat OGA splice variant) mice were bred with αMHC-rtTA (α-myosin heavy chain promoter driven codon optimized reverse tetracycline transactivator) mice. To induce the transgene, 10 week old male dnOGAh mice were injected with 100 μg doxycycline (DOX) (MilliporeSigma, Burlington, MA, USA) in 0.9% NaCl solution and immediately switched to 1 g/kg DOX-supplemented NIH31 diet (Envigo, Madison, WI, USA). αMHC-rtTA mice treated with DOX for the same duration served as controls (CON). This study also utilized male cardiomyocyte-specific BMAL1 knockout (CBK) mice; littermate floxed mice served as controls (CON), as described previously (14). All mice were housed at the Center for Comparative Medicine at the University of Alabama at Birmingham (UAB), under temperature-, humidity-, and light- controlled conditions. A strict 12 h light/12 h dark cycle regime was enforced [lights on at 6 a.m.; zeitgeber time (ZT) 0]; the light/dark cycle was maintained throughout these studies, facilitating investigation of diurnal variations (as opposed to circadian rhythms). Mice were housed either in standard micro-isolator cages or CLAMS (Comprehensive Laboratory Animal Monitoring System) cages, and received food and water in an *ad libitum* fashion. CLAMS cages allowed the non-invasive assessment of energy expenditure, food intake and physical activity in a continuous manner, as described previously (17). All mice were on the C57BL/6 background strain, were male, and were 12 weeks old at the time of assessments and/or tissue collection. All animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Alabama at Birmingham.

### Quantitative RT-PCR

RNA was extracted from biventricular samples using standard procedures. Candidate gene expression analysis was performed by quantitative RT-PCR, using previously described methods (18, 19). For quantitative RT-PCR, custom-designed Taqman assay were utilized; sequences for custom-designed assays have been reported previously (14, 20). All quantitative RT-PCR data are presented as fold change from an indicated control group.

### RNA sequencing

Transcriptomic analysis was performed using RNA sequencing (RNA-seq) in the UAB Genomics Core facility. Following initial testing of RNA samples using an Agilent BioAnalyzer, RNA with RIN values greater than 7.0 were subsequently utilized for library preparation (after DNAse treatment). RNA-Sequencing libraries were next generated using the NEBNext Ultra II RNA kit (NEB, Ipswich MA); resulting libraries were sequenced on the Illumina NextSeq 500 (Illumina, Inc. San Diego CA) using paired end 75 bp sequencing reads, per standard methods. Sequencing data can be accessed in GEO.

### Western blotting

Qualitative analysis of protein expression was performed via standard western blotting procedures, as described previously (8). Briefly, 15–30 μg protein lysate was separated on polyacrylamide gels and transferred to PVDF membranes. Membranes were probed for with anti- BMAL1 (Cell Signaling Tech #14020; 1:2000), REVERBα (Cell Signaling Tech #13418; 1:2000), PER2 (Alpha Diagnostics Inc #PER21-A; 1:2500), and E4BP4 (Cell Signaling Tech #14312; 1:2000) antibodies, or with the CTD110.6 antibody (UAB Epitope Recognition Core) for detection of O-GlcNAcylation. Rabbit and mouse HRP-conjugated secondary antibodies (Cell Signaling 7074 and 7076, respectively; 1:2000–5000) were used for chemiluminescent detection with Luminata Forte Western Blotting substrate (Millipore, WBLUF0100). All densitometry data were normalized to amido black staining. Importantly, to minimize the contribution that position on the gel might have on outcomes, samples were randomized on gels; all original gels are included in Supplemental files.

### Histologic assessment

Cross sections from the middle region of the left ventricle were taken immediately upon removal of the heart, and were fixed in formalin for 24 h (followed by storage in 70% ethanol at 4°C prior to paraffin embedding and sectioning). Assessment of left ventricular interstitial fibrosis employed either Picrosirius Red staining (CBK hearts) or Masson Trichrome staining (dnOGAh hearts), followed by semi-quantitative analysis using Image-J software (NIH), as described previously (21). All original images are included in Supplemental files.

### Statistical analysis

All data are presented as mean ± standard error of the mean (SEM). For non-omics data (i.e*.*, not RNA-seq data), comparisons among groups with two variables were analyzed by two-way analysis of variance (ANOVA) through use of Prism statistical software to investigate main effects of genotype and time. Normality of data was assessed through use of the Shapiro–Wilks test, followed by either parametric (*t*-tests for only two experimental groups or Sidak's *post-hoc* test for multiple pairwise comparisons) or non-parametric (Mann–Whitney for only two experimental groups or Kruskal–Wallis with Dunn's correction for multiple pairwise comparisons). Cosinor analyses were performed to determine whether 24 h time series data significantly fit a cosine curve; if they did, then mesor (daily average value), amplitude (peak-to-mesor difference), and acrophase (timing of the peak) were calculated and compared between experimental groups, as described previously (22). For RNA-seq data, JTK cycle was performed using the online tool NiteCap. For the JTK cycle analysis, transcripts were considered to have a 24 h oscillation if they significantly fit a cosine curve (*q* < 0.05); amplitude and acrophase were calculated within NiteCap, which also determined significant differences between genotypes for these cosine parameters. NiteCap was further utilized for heat map generation and principal component analysis (PCA). In addition, the online tool PANTHER was utilized for pathway enrichment analysis. In all analyses, the null hypothesis of no model effects was rejected at *p* < 0.05.

### Biological variables

The primary outcomes of this study included gene expression, protein expression, and fibrosis; one or more of these outcomes are influenced by time-of-day, sex, age, diet, and genetic background. Consistent with the stated purpose of the study, two main variables were investigated: time-of-day and genotype (i.e., CBK, dnOGAh, and littermate controls). This resulted in a total of 28 experimental groups: 16 experimental groups for the CBK model and 12 experimental groups for the dnOGAh model. To the extent that was possible based on the study design, other biological variables remained constant. Male 12 week old mice on the C57BL/6 background were chosen, allowing direct comparison of RNA-seq data with previously published transcriptomic data obtained from CBK and littermate control hearts (14). Our recent studies investigating male and female dnOGAh mice at this age revealed comparable phenotypes (7). One variable that was not identical between CBK and dnOGAh models was diet; dnOGAh mice were fed a doxycycline containing diet (to induce the transgene), whereas CBK mice were fed a normal rodent chow.

## Results

### Cardiomyocyte-specific BMAL1 deletion impacts both circadian clock gene expression and protein O-GlcNAcylation in the heart

To identify roles of the cardiomyocyte circadian clock, we previously generated a cardiomyocyte-specific BMAL1 knockout (CBK) mouse model (14). To confirm that the cardiac clock is disrupted in CBK mice, hearts were collected from CBK and littermate control mice at 3 h intervals over a 24 h period, followed by assessment of circadian clock components at mRNA and protein levels. At the transcript level, 10 core circadian clock components were investigated; *bmal1*, *clock*, *npas2*, *rever**bα*, *rever**bβ*, *per1*, *per2*, *per3*, *cry1*, and *cry2* mRNA. A 2-way ANOVA revealed significant time main effects for 9 out of 10 core clock component mRNAs (Figure 1A; Supplementary Table 1); only *cry2* mRNA did not exhibit a significant time main effect (*p* = 0.187). Significant genotype main effects were also observed for 9 out of 10 core clock component mRNAs (Figure 1A; Supplementary Table 1); *per2* mRNA did not exhibit a significant genotype main effect (*p* = 0.183). Of those transcripts that exhibited significant genotype main effects, *bmal1*, *rever**bα*, *rever**bβ*, *per1*, and *per3* were repressed, while *clock*, *npas2*, *cry1*, and *cry2* were induced (Figure 1A; Supplementary Table 1). Cosinor analysis indicated that all 10 core clock component mRNAs exhibit 24hr oscillations in CON hearts; these oscillations were either abolished or significantly attenuated in CBK hearts for 8 out of 10 core clock component mRNAs (*cry2* and *per2* mRNA 24 h oscillations persisted in CBK hearts; Supplementary Table 2). At the protein level, 3 core circadian clock components were investigated; BMAL1, REVERBα, and PER2. A 2-way ANOVA revealed significant time and genotype main effects for all 3 core clock proteins; both BMAL1 and REVERBα protein levels were decreased in CBK hearts, while PER2 levels were increased (Figure 1B; Supplementary Table 1). Cosinor analysis indicated that all 3 core clock component proteins exhibit 24 h oscillations in CON hearts; REVERBα oscillations were significantly attenuated in CBK hearts (Supplementary Table 2). Consistent with the cardiomyocyte-specific nature of the murine model, CBK mice exhibited 24 h oscillations in energy expenditure, food intake, and physical activity that were comparable to littermate control mice (Supplementary Figure 1A, as well as Supplementary Tables 1, 2). Similarly, we have previously reported that distinct circadian clock components are not altered in livers of CBK mice (14). Next, we investigated protein O-GlcNAcylation levels in CON and CBK hearts isolated during the light phase (ZT9); protein O-GlcNAcylation levels were significantly increased in CBK hearts (2.26-fold; Figure 1C). Collectively, these data are consistent with the concept that cardiomyocyte BMAL1 deletion disrupts the clock in the heart, and this is associated with augmentation of protein O-GlcNAcylation.

**Figure 1:**
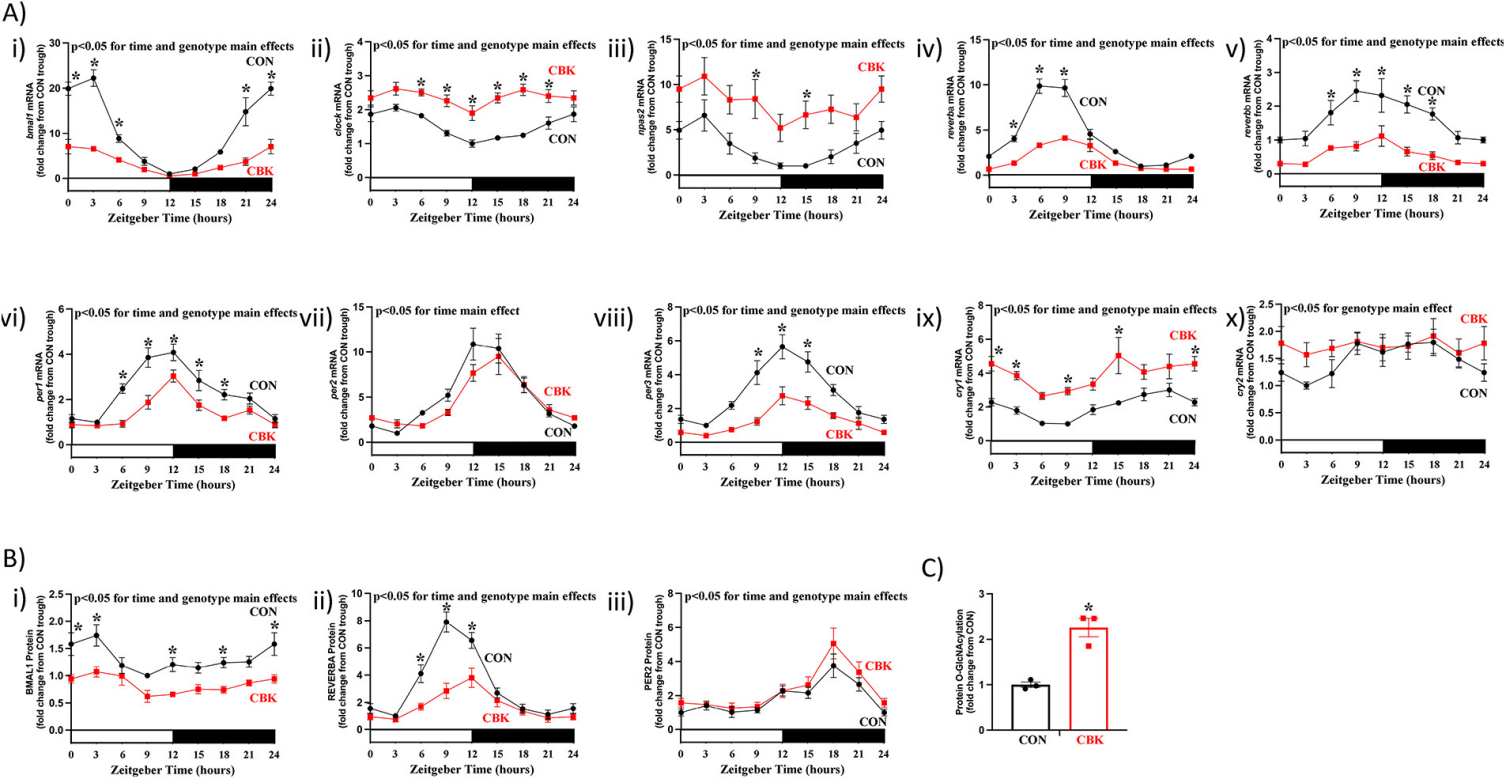
Impact of cardiomyocyte-specific BMAL1 deletion on circadian clock components and protein O-GlcNAcylation in the heart. Hearts were collected from CBK and littermate CON mice at 3 h intervals over a 24 h period, followed by RT-PCR and Western Blot analyses. **(A)** mRNA levels of bmal1 (i), clock (ii), npas2 (iii), reverbα (iv), reverbβ (v), per1 (vi), per2 (vii), per3 (viii), cry1 (ix), and cry2 (x) in CON and CBK hearts (*n* = 5−6). **(B)** Protein levels of BMAL1 (i), REVERB*α* (ii), and PER2 (iii) in CON and CBK hearts (*n* = 5−8). **(C)** Protein O-GlcNAcylation levels in CON and CBK hearts at ZT9 (*n* = 3). In panels A and B, ZT0 and ZT24 are identical (the data are double plotted purely for the sake of presentation). Please see Supplemental files for all original images. Data are presented as mean ± SEM, and have been normalized to the lowest (trough) value in CON hearts. Main effects of time and genotype are reported at the top of the figure panels. *, *p* < 0.05 for CON vs. CBK hearts (at the same time-of-day).

### Impact of inducible dnOGA overexpression on core circadian clock components in the heart

We, and others, have reported that several circadian clock components are O-GlcNAc modified, impacting their cellular localization, DNA binding, and/or protein stability (8, 9, 12, 13). Moreover, disruption of the cardiomyocyte circadian clock impacts protein O-GlcNAcylation levels (Figure 1C), consistent with an interrelationship between the clock and O-GlcNAcylation (13). We therefore hypothesized that cardiomyocyte dnOGA induction would impact the cardiac circadian clock and protein O-GlcNAcylation in a manner similar to that observed in CBK hearts. To test this hypothesis, hearts were isolated from dnOGAh and littermate CON mice at 4 h intervals over the 24 h day, 2 weeks after doxycycline treatment initiation; this duration of transgene induction is not associated with cardiac dysfunction (7). Following RNA isolation, RT-PCR was performed for the same 10 core circadian clock components investigated in CBK hearts. A 2-way ANOVA revealed significant time main effects for all 10 core clock component mRNAs (Figure 2A; Supplementary Table 3). Significant genotype main effects were observed for 7 out of 10 core clock component mRNAs (Figure 2A; Supplementary Table 3); *clock*, *rever**bα*, and *per1* mRNA did not exhibit significant genotype main effects (*p*-values of 0.054, 0.821, and 0.217, respectively). Of those transcripts that exhibited significant genotype main effects, *rever**bβ*, *per3*, *cry1*, and *cry2* were repressed, while *bmal1*, *npas2*, and *per2* were induced (Figure 2A; Supplementary Table 3). Cosinor analysis indicated that all 10 core clock component mRNAs exhibit 24 h oscillations in CON hearts; these oscillations were significantly altered in dnOGAh hearts for only *npas2* mRNA (Supplementary Table 4). At the protein level, 3 core circadian clock components were investigated; BMAL1, REVERBα, and PER2. A 2-way ANOVA revealed significant time main effects for all 3 core clock proteins, and significant genotype main effects for BMAL1 and PER2 (Figure 2B; Supplementary Table 3); REVERBα did not exhibit a significant genotype main effect (*p* = 0.916). Both BMAL1 and PER2 protein levels were increased in dnOGAh hearts (Figure 2B; Supplementary Table 3). Cosinor analysis indicated that all 3 core clock component proteins exhibit 24 h oscillations in CON hearts; PER2 oscillations were significantly augmented in dnOGAh hearts (Supplementary Table 4). Consistent with the cardiomyocyte-specific nature of the murine model, dnOGA mice exhibited 24 h oscillations in energy expenditure, food intake, and physical activity that were comparable to littermate control mice (Supplementary Figure 1B, as well as Supplementary Tables 3, 4). Similarly, 24 h oscillations in *bmal1*, *rever**bα* and *dbp* mRNA levels were not different between CON and dnOGAh livers (Supplementary Figure 2). Next, we investigated protein O-GlcNAcylation levels in CON and dnOGA hearts isolated during the light phase (ZT8); protein O-GlcNAcylation levels were significantly increased in dnOGAh hearts (Figure 2C). Collectively, these data are consistent with the concept that increasing protein O-GlcNAcylation in the heart impacts the circadian clock, in a manner that is distinct from CBK mice.

**Figure 2:**
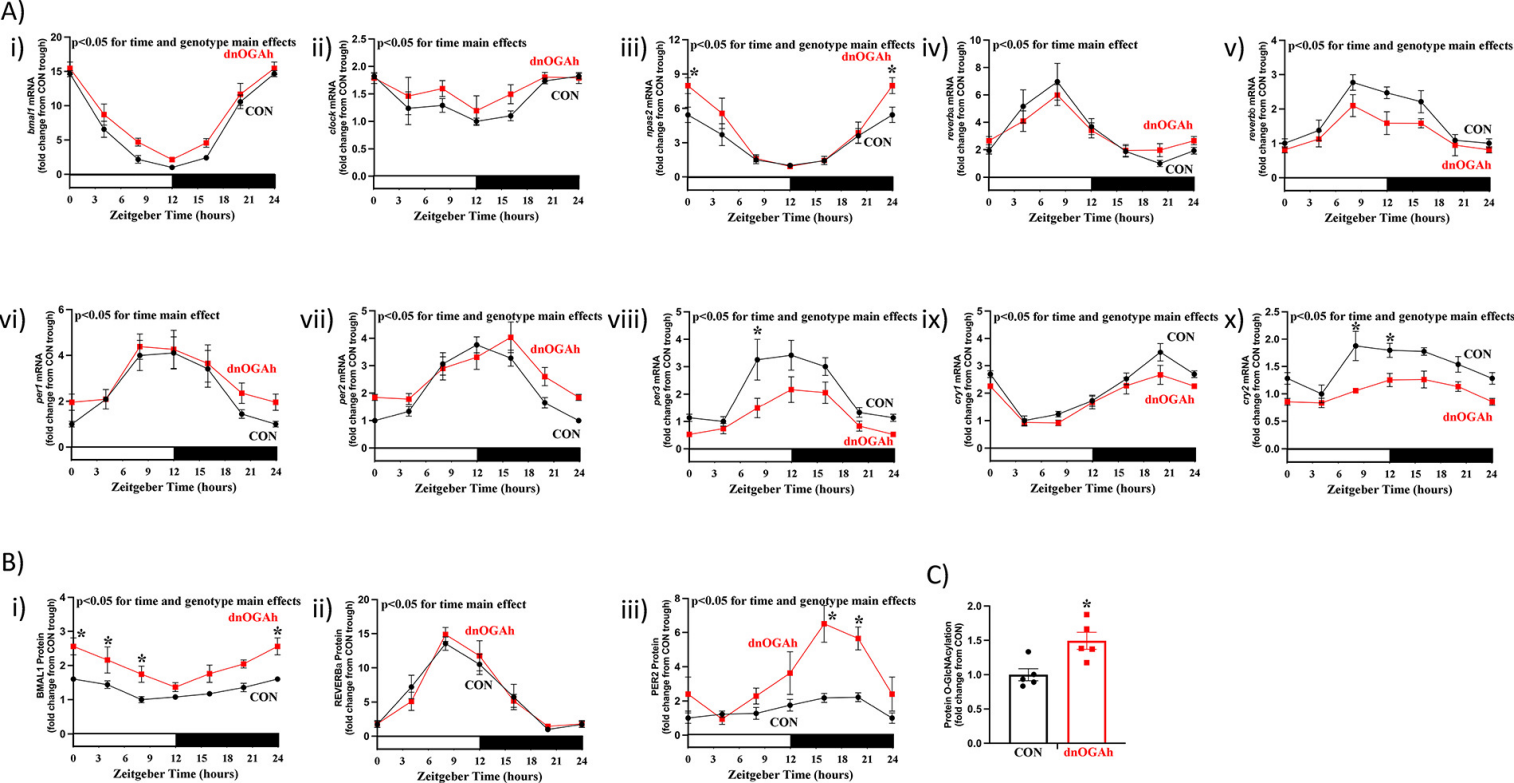
Impact of augmented protein O-GlcNAcylation on circadian clock components in the heart. Hearts were collected from dnOGAh and littermate CON mice at 4 h intervals over a 24 h period, 2 weeks after doxycycline treatment initiation, followed by RT-PCR and Western Blot analyses. **(A)** mRNA levels of *bmal1* (i), *clock* (ii), *npas2* (iii), *reverbα* (iv), r*everbβ* (v), *per1* (vi), *per2* (vii), *per3* (viii), *cry1* (ix), and *cry2* (x) in CON and dnOGAh hearts (*n* = 5−9). **(B)** Protein levels of BMAL1 (i), REVERB*α* (ii), and PER2 (iii) in CON and dnOGAh hearts (*n* = 5). **(C)** Protein O-GlcNAcylation levels in CON and dnOGAh hearts at ZT8 (*n* = 5). In panels A and B, ZT0 and ZT24 are identical (the data are double plotted purely for the sake of presentation). Please see Supplemental files for all original images. Data are presented as mean ± SEM, and have been normalized to the lowest (trough) value in CON hearts. Main effects of time and genotype are reported at the top of the figure panels. *, *p* < 0.05 for CON vs. dnOGAh hearts (at the same time-of-day).

### Attenuation of circadian clock output following dnOGA induction

Core circadian clock components directly regulate the expression of numerous genes that do not feedback on the clock mechanism, but instead impact cellular functions (10). These clock output genes include the PAS transcription factors, DBP and TEF, which are direct BMAL1/CLOCK targets; DNA binding activity of DBP and TEF is directly antagonized by the REV-ERBα/β target E4BP4 (23, 24). As such, *dbp*, *tef*, and *e4bp4* mRNA levels were next assessed in both CBK and dnOGAh mouse models. A 2-way ANOVA revealed significant time and genotype main effects for all 3 clock output mRNAs in both CBK and dnOGAh hearts (Figures 3A,B, as well as Supplementary Tables 1, 3). Transcripts for *dbp* and *tef* were significantly decreased in CBK and dnOGAh hearts, while *e4bp4* mRNA was significantly increased in hearts of both mouse models (Figures 3A,B, as well as Supplementary Tables 1, 3). Cosine analysis revealed that 24 h oscillations of these 3 output mRNAs were either abolished or significantly attenuated in CBK hearts (Supplementary Table 2). Similarly, 24 h oscillations were significantly attenuated for *dbp* mRNA in dnOGAh hearts (Supplementary Table 4). E4BP4 protein levels were next investigated in both mouse models. A 2-way ANOVA revealed significant time and genotype main effects for E4BP4 protein in both CBK and dnOGAh; E4BP4 protein was increased in both models (Figure 3C, as well as Supplementary Tables 1, 3). Although 24 h oscillations in E4BP4 protein were abolished in CBK hearts, these oscillations were not significantly altered in dnOGAh hearts (Supplementary Tables 2–4).

**Figure 3:**
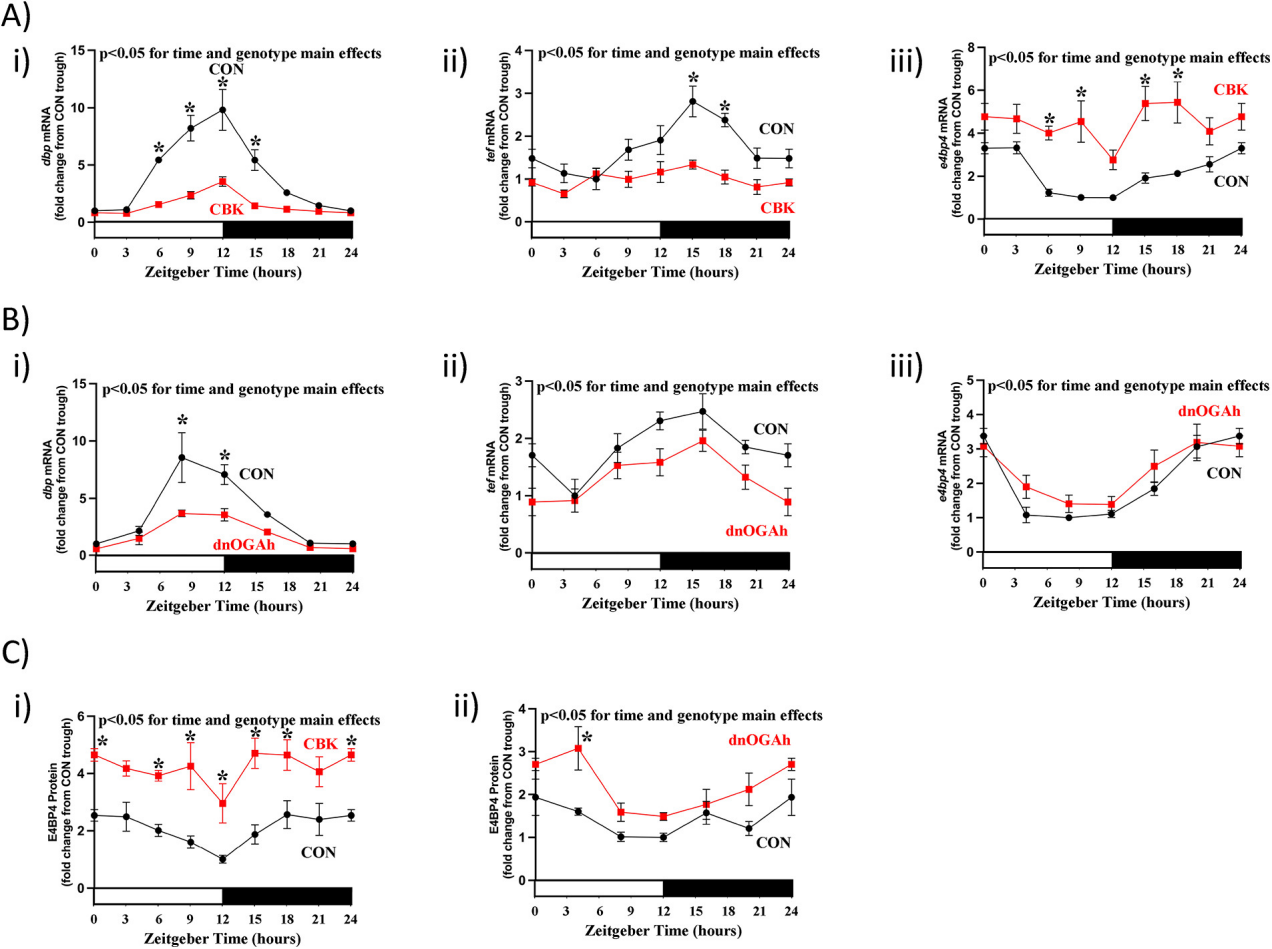
Diurnal variations in direct circadian clock-controlled genes/proteins in CBK and dnOGA hearts. Hearts were collected either from CBK and littermate CON mice at 3 h intervals over a 24 h period, or from dnOGAh and littermate CON mice at 4 h intervals over a 24 h period (2 weeks after doxycycline treatment initiation), followed by RT-PCR and Western Blot analyses. **(A)** mRNA levels of direct circadian clock-controlled transcription factors *dbp* (i), *tef* (ii), and *e4bp4* (iii) in CON and CBK hearts (*n* = 5−6). **(B)** mRNA levels of direct circadian clock-controlled transcription factors *dbp* (i), *tef* (ii), and *e4bp4* (iii) in CON and dnOGA hearts (*n* = 5−9). **(C)** E4BP4 protein levels in CBK (i) and dnOGAh (ii) hearts compared to littermate CON hearts (*n* = 5−6). In all panels, ZT0 and ZT24 are identical (the data are double plotted purely for the sake of presentation). Please see Supplemental files for all original images. Data are presented as mean ± SEM, and have been normalized to the lowest (trough) value in CON hearts. Main effects of time and genotype are reported at the top of the figure panels. *, *p* < 0.05 for CON vs. CBK/dnOGAh hearts (at the same time-of-day).

Given similarities between CBK and dnOGAh hearts, in terms of impact on established clock output genes (i.e., *dbp*, *tef*, *e4bp4*), we next investigated transcripts involved in metabolism (*dgat2*, *nampt*) and signaling (*pik3r1*, *rhobtb1*) that we have previously reported to be regulated by the cardiomyocyte circadian clock (14, 25). A 2-way ANOVA revealed significant time main effects for *dgat2*, *pik3r1*, and *rhobtb1* (Figures 4A,B, as well as Supplementary Tables 1, 3). In addition, genotype main effects were found for all 4 clock-controlled mRNAs, in both CBK and dnOGAh hearts; these 4 transcripts were decreased in both models (Figures 4A,B, as well as Supplementary Tables 1, 3. Cosine analysis revealed significant 24 h oscillations of these 4 transcripts in CON hearts (except for CBK littermate CON hearts, for which 24 h oscillations did not achieve statistical significance; Supplementary Tables 2–4). 24 h oscillations in these transcripts were abolished in CBK and dnOGA hearts (except for *pik3r1* in CBK hearts and *rhobtb1* in dnOGAh hearts; Supplementary Table 2–4). Collectively, these data are consistent with attenuated circadian clock output in the heart following increased protein O-GlcNAcylation.

**Figure 4:**
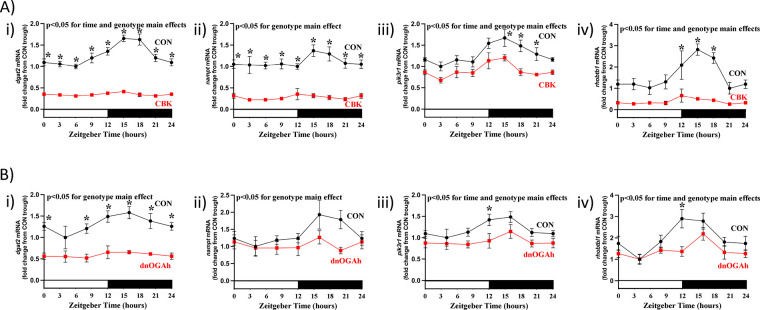
Diurnal variations in candidate clock-controlled genes in CBK and dnOGA hearts. Hearts were collected either from CBK and littermate CON mice at 3 h intervals over a 24 h period, or from dnOGAh and littermate CON mice at 4 h intervals over a 24 h period (2 weeks after doxycycline treatment initiation), followed by RT-PCR and Western Blot analyses. **(A)** mRNA levels of the clock-controlled genes *dgat2* (i), *nampt* (ii), *pik3r1* (iii), and *rhobtb1* (iv) in CON and CBK hearts (*n* = 5−6). **(B)** mRNA levels of the clock-controlled genes *dgat2* (i), *nampt* (ii), *pik3r1* (iii), and *rhobtb1* (iv) in CON and dnOGA hearts (*n* = 5−9). In all panels, ZT0 and ZT24 are identical (the data are double plotted purely for the sake of presentation). Data are presented as mean ± SEM, and have been normalized to the lowest (trough) value in CON hearts. Main effects of time and genotype are reported at the top of the figure panels. *, *p* < 0.05 for CON vs. CBK/dnOGAh hearts (at the same time-of-day).

### The diurnal transcriptome of dnOGAh hearts is severely attenuated

Previous transcriptomic analyses indicate that the cardiomyocyte circadian clock orchestrates diurnal variations of approximately 5%–10% of the cardiac transcriptome (14, 26). Given that our candidate gene approach suggested that circadian clock output is attenuated in dnOGAh hearts (Figures 3B,4B), we next evaluated the diurnal transcriptome at a global level. 

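RNA from the ventricles of dnOGAh mice and of CON mice, which carry αMHC-rtTA alone, was sequenced in 60 libraries, 5 hearts per genotype at each of ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20. Oga, the gene of O-GlcNAcase (listed as Mgea5), to which reads of the transgene's rat OGA sequence can be assigned, had 59.3 ± 6.02 CPM (counts per 1e+06, SD, n = 30) in CON hearts and 472 ± 192 (SD, n = 30) in dnOGAh hearts. This was a log2 fold change of 2.99 (standard error 0.14, adjusted p = 5.73e-26 from edgeR's quasi-likelihood test), and the mean was higher at 6 of 6 times. Ogt, the gene of O-GlcNAc transferase, had a log2 fold change of 0.14 (standard error 0.0381, adjusted p = 0.00106 from the same test). The library labelled dnOGAh ZT12 replicate 3 had 70.1 Oga CPM, against 182.3 to 837 in the other 29 dnOGAh libraries and 46.7 to 72.2 in the CON libraries. By Western blot at ZT8, the paper reports higher protein O-GlcNAcylation in dnOGAh hearts as a group. The deposited values are raw counts per gene, made from paired-end reads with Trim Galore, STAR and HTSeq. Counts assigned to genes ranged from 9162859 to 82938039 per CON library (median 18012099) and from 14540266 to 54766622 per dnOGAh library (median 27845514). Mitochondrial genes took a median of 30.7% of these counts in CON and 17.2% in dnOGAh hearts, with 77.6% in CON ZT4 replicate 4 and 66.0% in dnOGAh ZT4 replicate 4. The 18119 genes that passed edgeR's filterByExpr (minimum count of 10) were tested, on CPM scaled by TMM. The gene lists, thresholds and planned tests were fixed before the data were examined, and tests added later are named as such.

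**Figure D1:**
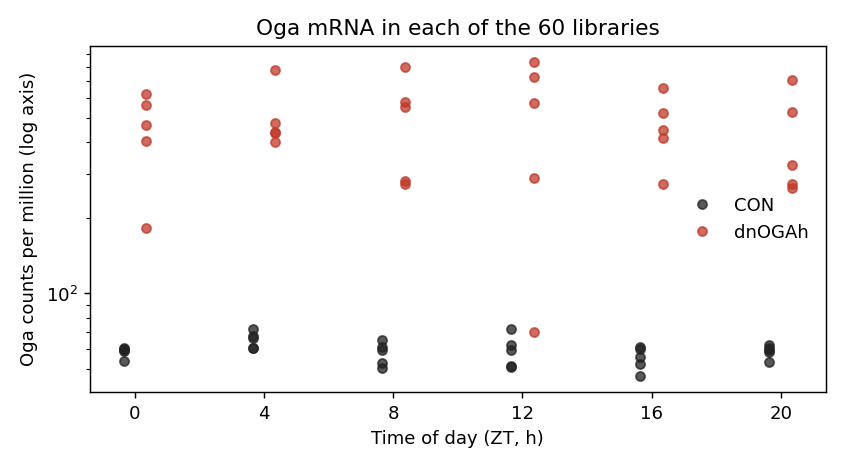
Oga CPM (log axis) by time of day (ZT, h), 1 point per heart, CON in black and dnOGAh in red. CON points lie between 46.7 and 72.2, and 1 dnOGAh point, at 70.1, lies among them.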

More specifically, RNAseq was performed on RNA isolated from dnOGAh and littermate CON hearts collected at 4 h intervals over the 24 h day (2 weeks after doxycycline treatment initiation). 

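In CON hearts 386 of the 18119 tested transcripts oscillated over 24 h, and in dnOGAh hearts 31 did. All 10 core clock transcripts oscillated in CON hearts. In dnOGAh hearts 8 of them did, Clock (q = 0.145) and Per1 (q = 0.44) being the others, and all 10 did when adjusted over the list alone. Tcap, a sarcomere protein that binds titin, oscillated in CON hearts (q = 4.57e-05) with a log2 amplitude of 0.78 (standard error 0.0547), and in dnOGAh hearts its amplitude was 0.26 (standard error 0.193, q = 1). Fbn1, the microfibril protein fibrillin-1, had a log2 amplitude of 0.61 (standard error 0.0728, q = 0.000131) in CON and 0.21 (standard error 0.172, q = 1) in dnOGAh hearts. The dnOGAh values include the library labelled dnOGAh ZT12 replicate 3, whose Oga lay in the CON range. Without it and ZT4 replicate 4 of each genotype, a setting added later, Tcap was among the genes whose 24 h rhythm differed between genotypes. The smallest q values in CON hearts were those of Arntl (Bmal1; 2.81e-06), Gsta3, a glutathione transferase (1.06e-05), and the clock transcripts Dbp and Per3 (2.33e-05 each). In dnOGAh hearts they were those of Arntl (6.48e-06), Dbp (0.00035), and Nr1d1 and Cry1 (0.000443 each). In CON hearts 169 of the 386 peaked from ZT0 to ZT6, among them Fbn1 at ZT4, while Tcap peaked at ZT10. Oscillation was tested by JTK_CYCLE with Benjamini-Hochberg q values under 0.05 in each genotype, 30 hearts each. With 1 replicate number left out of every group, 104 to 222 transcripts oscillated in CON hearts and 4 to 17 in dnOGAh hearts.

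**Figure D2:**
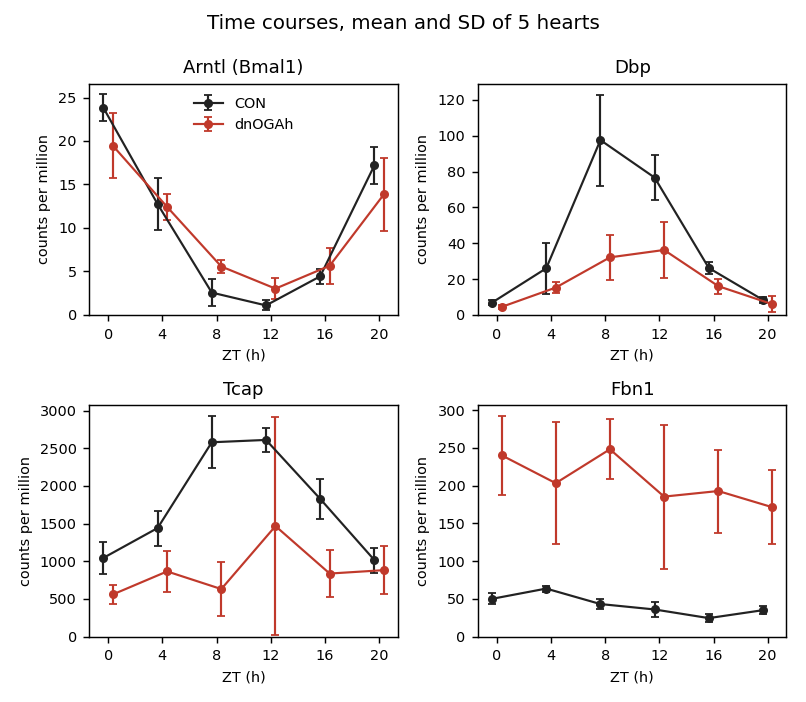
CPM of Arntl (Bmal1), Dbp, Tcap and Fbn1 by ZT (h) in CON (black) and dnOGAh (red) hearts. Points are means and bars the SD of 5 hearts, and the CON mean of Tcap runs through a daily peak while its dnOGAh mean stays lower with a wide SD at ZT12. That group holds the library labelled dnOGAh ZT12 replicate 3, whose Oga lay in the CON range.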

JTK cycle identified 528 transcripts that significantly oscillate with a periodicity of 24 h in CON hearts; the number of oscillating transcripts was only 45 in dnOGA hearts (Supplementary Tables 5, 6, respectively). Further analysis revealed that 496 transcripts oscillate only in CON hearts, 13 transcripts oscillate only in dnOGA hearts, while 32 transcripts oscillate in both CON and dnOGA hearts (Supplementary Tables 7–9, respectively). 

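The overlap of the JTK lists held 362 transcripts in CON hearts only, 7 in dnOGAh hearts only and 24 in both. Transcripts on both lists included the core clock genes Npas2, Nr1d2, Per2, Per3 and Cry2, the output transcription factors Dbp, Tef and Nfil3, and Gsta3, Ephx1 and Aldh1a1, enzymes that handle xenobiotics and aldehydes. Transcripts on the CON list only included Bhlhe40 (q = 0.00352 in CON, q = 1 in dnOGAh hearts) and Cipc (q = 0.00189 and q = 1), which encode repressors of the clock, and Herpud1, of the unfolded protein response (q = 0.000932 and q = 0.362). The 7 on the dnOGAh list only were Adamts4, Rcan1, B3gntl1, Plat, Slco3a1, Magi1 and Aldh9a1. Rcan1, a calcineurin inhibitor, had q = 0.0048 in dnOGAh and q = 0.0575 in CON hearts, with log2 amplitudes of 0.43 (standard error 0.0693) and 0.30 (standard error 0.0616). Plat, the tissue plasminogen activator, had log2 amplitudes of 0.43 (standard error 0.123, q = 0.0106) in dnOGAh and 0.13 (standard error 0.0626, q = 0.805) in CON hearts. None of these 7 passed edgeR's direct test of a difference in 24 h rhythm (adjusted p = 1 for each), and Plat, Aldh9a1 and Rcan1 had an unadjusted p under 0.05 in it. Of the 386 CON-list transcripts, 123 had an unadjusted JTK p under 0.05 in dnOGAh hearts. The dnOGAh-only count was 11 without the library labelled dnOGAh ZT12 replicate 3, 4 without dnOGAh ZT4 replicate 2, and 0 to 4 with 1 replicate number left out of every group.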

Of the transcripts oscillating in both CON and dnOGA hearts, 5 had an amplitude that was significantly reduced in dnOGA hearts (Supplementary Table 9). 

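Of the 24 transcripts that oscillated in both genotypes, 4 passed the test of a difference in amplitude, each with the lower amplitude in dnOGAh hearts. The log2 amplitude of Arntl (Bmal1), the transcriptional activator of the clock, was 2.26 (standard error 0.127) in CON and 1.34 (standard error 0.117) in dnOGAh hearts (adjusted p = 5.47e-05). Nr1d1 (Rev-erbα), its repressor, fell from 1.45 (standard error 0.113) to 0.93 (standard error 0.0908; adjusted p = 0.00492). Nfil3, a repressor of clock output, went from 0.94 to 0.56 (adjusted p = 0.0105) and Leo1, a subunit of the PAF1 elongation complex, from 0.70 to 0.36 (adjusted p = 0.00492). Amplitudes of Per3, a core clock repressor, were 1.14 (standard error 0.0797) and 1.21 (standard error 0.149), and those of Tef were 0.56 (standard error 0.0371) and 0.52 (standard error 0.0746), neither pair past the test. Peaks in dnOGAh hearts were later for 17 of the 24 transcripts and earlier for 7, by a median of 0.369 h (exact sign test, two-sided, p = 0.0639). The sign test took the transcripts as independent, although they were measured in the same hearts, so its p does not cover variation between hearts. Amplitudes came from a 24 h cosinor fit to log2 CPM, and their differences were adjusted over the 24 transcripts. On linear CPM, 11 of the 24 were lower in dnOGAh hearts. By RT-PCR the paper finds an altered core clock oscillation for Npas2 mRNA alone, which did not pass on log2 CPM here.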

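Most transcripts that oscillated in CON hearts had a smaller 24 h amplitude in dnOGAh hearts. Their median log2 amplitude was 0.33 in CON and 0.17 in dnOGAh hearts. The part of the dnOGAh rhythm in phase with CON was a median of 0.465 of the CON amplitude (quartiles 0.278 and 0.656). It was under 1 for 371 of 386 transcripts and under 0.5 for 209. The transcripts were chosen on the same CON hearts that gave the CON amplitudes. That choice favors large CON amplitudes, so values under 1 are not independent support for a loss. Abolished transcripts (on the CON list only) and those of significantly lower amplitude came to 366, or 94.8%. In the direct test of a difference in 24 h rhythm between genotypes, 3 genes passed among all those tested. So few calls do not show that the other rhythms were alike. On simulated data this test recovered 44% of rhythms given to CON alone at a log2 amplitude of 0.5, and smaller amplitudes were not simulated. Arntl (Bmal1) was 1 of them (adjusted p = 0.0178). Tspan4, a tetraspanin, had log2 amplitudes of 0.83 (standard error 0.071) in CON and 0.34 (standard error 0.0843) in dnOGAh hearts (adjusted p = 0.0158). ENSMUSG00000119895 (adjusted p = 0.0153) had 52.9 CPM in dnOGAh ZT0 replicate 2 and at most 3.31 in any other library. Mthfd1l, a mitochondrial folate enzyme, had amplitudes of 1.50 and 0.46 (adjusted p = 0.168). Of the CON list, 95 transcripts had an unadjusted p under 0.05 in this test, and 13 passed when adjusted over the CON list, which was chosen on the same hearts. The test was edgeR's quasi-likelihood test of the genotype by cosine and sine terms. The 3 became 0 with totals thinned to the smallest library, 1 with limma, 325 with no filter on low counts, and 7, Col5a3 among them, without the library labelled dnOGAh ZT12 replicate 3. With no filter 36713 genes were tested, and most of the 325 were genes that the filter removes. Where CON replicates 1 to 3 chose 23 transcripts, the median log2 amplitude was 0.55 in replicates 4 and 5 and 0.29 in dnOGAh hearts. The sum over these transcripts in dnOGAh hearts was 0.742 of that in CON replicates 4 and 5, and 0.6287 of that in replicates 1 to 3. These are ratios of sums over 23 transcripts, unlike the median of 0.465 over 386.

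**Figure D3:**
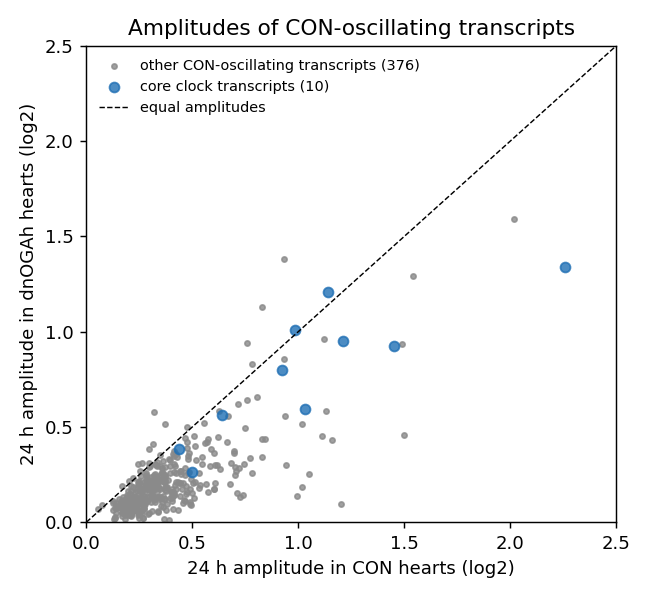
Log2 24 h amplitude of each of the 386 CON-oscillating transcripts in CON (horizontal) and dnOGAh (vertical) hearts, with the 10 core clock transcripts in blue. Points under the dashed line of equal amplitudes have the smaller amplitude in dnOGAh hearts.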

As such, a total of 501 oscillating transcripts in CON hearts were either abolished or significantly attenuated in dnOGA hearts, representing 95% of all oscillating transcripts in CON hearts (Figure 5A). The impact of dnOGA induction on the diurnal transcriptome was further illustrated in a PCA plot; in addition to marked differential expression at the level of genotype, dnOGA hearts do not exhibit the same time-of-day-dependent pattern observed for CON hearts (Figure 5B). 

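Over the day, 7030 of the tested transcripts were higher and 5784 lower in dnOGAh than in CON hearts, 3234 and 1188 of them by over 2-fold. Transcripts of fibroblast activation, immune cells and cell division were higher, and those of fuel oxidation, ion channels and the sarcomere lower. Of 12 markers of activated fibroblasts 11 were higher (median log2 fold change 3.30), with Postn, the matrix protein periostin, at 4.06 (standard error 0.174, adjusted p = 1.75e-27) and Tnc, tenascin-C, at 6.63 (standard error 0.23, adjusted p = 1.09e-30). All 20 transcripts of inflammation and interferon were higher (3.31), Spp1, osteopontin, by 6.26 (standard error 0.301). Of 13 macrophage and monocyte markers 12 were higher (2.74), as were 9 of 11 lymphocyte markers (3.05) and 14 of 15 cell cycle transcripts (2.74). Of 12 fetal and stress transcripts 11 were higher (2.21), Nppa, atrial natriuretic peptide, from 37.8 ± 37.5 to 618 ± 301.5 CPM (SD, n = 30). All 35 transcripts of the TCA cycle and oxidative phosphorylation were lower (-0.98), as were 33 of 35 of fatty acid uptake and oxidation (-1.12), such as Ucp3, an uncoupling protein (-1.85, standard error 0.163). Of 17 electrophysiology transcripts 16 were lower (-1.07), Kcnip2, a potassium channel subunit, by most (-2.64, standard error 0.164), and of 17 sarcomere and calcium handling transcripts 16 were lower (-0.75). Among the endothelial markers, 13 of 14 were lower (-0.62). Every count was the same when adjusted over the list alone. The test was edgeR's over the 12 genotype and time groups. By fry, which asks whether a list's genes move on balance one way, each list passed (adjusted p of 4.66e-09 or less). Against all other genes, camera called each of these lists with its preset correlation, and with an estimated correlation every call was lost (adjusted p = 0.101 for the fetal list, 0.299 for endothelial, 0.233 for lymphocyte, 0.154 for TCA and for sarcomere, 0.147 for each of the others). The share of counts on mitochondrial genes moved with genotype as well.

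**Figure D4:**
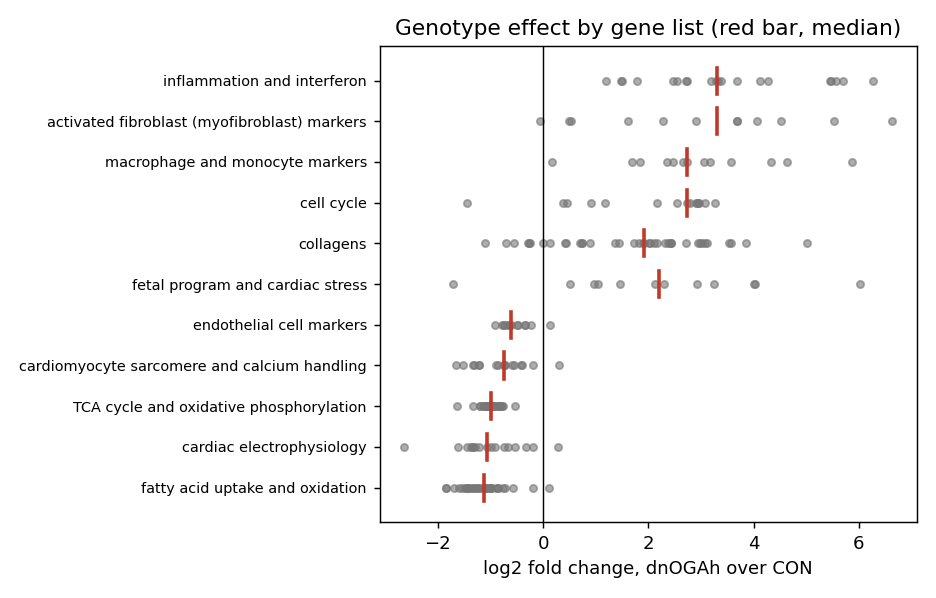
Log2 fold change, dnOGAh over CON, of each measured member of 11 gene lists (points), with the list's median (red bar). The inflammation list has its members from 1.2 to 6.26, and the TCA cycle list from -1.63 to -0.52.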

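Over the 366 CON-oscillating transcripts called abolished or attenuated, the first principal component parted the genotypes, except for the library labelled dnOGAh ZT12 replicate 3 (score -6.604, CON libraries -11.57 to -4.926), and the second followed time of day in both. The first held 55.9% of the variance, and 85.3% of its own variance lay between genotypes. Of the 386 CON-oscillating transcripts, 119, Fbn1 among them, were higher in dnOGAh hearts, 196, Tcap among them, were lower, and 71 did not pass the genotype test. The second component held 11.7% of the variance. Its CON means ran from -5.80 ± 3.64 (SD, n = 5) at ZT4 to 6.33 ± 0.757 at ZT12, and its dnOGAh means from -3.35 ± 3.81 at ZT4 to 3.70 ± 1.47 at ZT12. A 24 h cosine explained 0.855 of its variance in CON and 0.674 in dnOGAh hearts (0.9398 to 0.9656 and 0.8531 to 0.9412 with 1 replicate number left out and the transcripts chosen anew, permutation test over time labels, 30 hearts each, p = 1e-05 for each, the smallest that 100000 permutations can give). These transcripts were chosen for their rhythm in CON hearts, and the difference between the genotypes' fits was not tested. Over all genes, without a set rhythm shape, edgeR called a time effect for 213 transcripts in CON and 68 in dnOGAh hearts, 37 of them shared, and permuted time labels gave as many in dnOGAh hearts in 22 of 100 draws, the real labels included. The lowest scores at ZT4 were those of CON and dnOGAh replicate 4, the libraries richest in mitochondrial counts. Without them the ZT4 means were -4.20 ± 0.843 and -1.66 ± 0.446 (SD, n = 4), so that the lowest means were those at ZT0 (-5.29 and -2.34), the dnOGAh ZT12 mean was 3.06 ± 0.341 without replicate 3, and with the component computed anew without the 2 ZT4 libraries the cosine explained 0.9451 and 0.7365 of its variance.

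**Figure D5:**
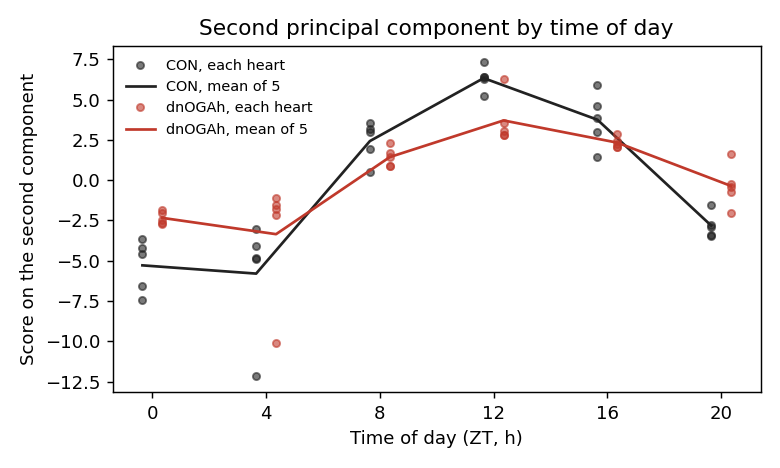
Score on the second component by time of day (ZT, h), 1 point per heart and a line through the means of 5 hearts, CON in black and dnOGAh in red. Both lines are lowest at ZT4, where replicate 4 of each genotype lies below the other 4 hearts, and highest at ZT12, and the CON line spans the wider range.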

Comparing our previously published microarray analysis of CBK hearts (14) with the newly generated RNAseq analysis of dnOGAh hearts, we identified 125 transcripts exhibiting attenuated/abolished 24 h oscillations in both CBK and dnOGA hearts (Figure 5C; Supplementary Table 10). Pathway analysis of these 125 transcripts indicated notable enrichment in collagen and extracellular matrix (Figure 5D). Collectively, these data indicate that the diurnal transcriptome is markedly impaired in dnOGAh hearts.

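The core clock and its direct outputs held the largest shares of oscillating transcripts. No transcript of the 2 fuel oxidation lists (35 each) or of the sarcomere list (17) oscillated in either genotype. In lists of this size that is near the share over all tested transcripts, 2.13% in CON hearts. Tcap, of the sarcomere but not on that list, did oscillate in CON hearts. Of 11 output transcription factors and clock repressors 9 oscillated in CON hearts (odds ratio 211, adjusted p = 6.12e-13, Fisher's exact test over 28 lists) and 3 in dnOGAh hearts (10 and 8 when adjusted over the list alone). Of 17 glucocorticoid-responsive transcripts 6 oscillated in CON hearts (odds ratio 25.4, adjusted p = 8.51e-06) and 0 in dnOGAh hearts (13 and 2 when adjusted over the list alone). They were Per1, Klf9, Klf15, Zbtb16, Glul (glutamine synthetase) and Tsc22d3, and the median of their relative amplitudes was 0.837. In CON hearts 3 of 17 electrophysiology transcripts oscillated (adjusted p = 0.0209), Gja1 (connexin 43), Kcnh2, a potassium channel, and Klf15, and 0 did in dnOGAh hearts (4 and 0 when adjusted over the list alone). Of 14 endothelial markers Kdr, Flt1 and Cdh5 oscillated in CON hearts (adjusted p = 0.0137) and 0 in dnOGAh hearts (5 and 1 when adjusted over the list alone). Kdr, the main VEGF receptor, had log2 amplitudes of 0.41 (standard error 0.0424) and 0.35 (standard error 0.13). Atf6, Chac1 and Herpud1, of 25 transcripts of the unfolded protein and integrated stress response, oscillated in CON hearts (adjusted p = 0.0485) and 0 of the 25 did in dnOGAh hearts (4 and 1 when adjusted over the list alone). Of the metabolic and signaling genes the paper names, Pik3r1 (q = 0.0371) and Rhobtb1 (q = 0.000546) oscillated in CON hearts, and Dgat2 (q = 0.0636) and Nampt (q = 0.205) did not pass, while 4 of these 4 did when adjusted over the list alone, and 1 in dnOGAh hearts. No list's loss was tested as a difference between genotypes, and over 14 alternative settings the CON counts of these 5 lists ran from 6 to 10, 1 to 10, 0 to 3, 1 to 4 and 1 to 3. Fisher's test took the members of a list as independent, although they were measured in the same hearts. The SD between hearts at the same time was a median of 0.979 times as large in dnOGAh as in CON hearts over all tested genes (permutation test, two-sided, p = 0.875) and 1.24 times over the CON-oscillating transcripts (p = 0.164). The latter were chosen on CON hearts, which favors a small CON spread. From the loss of oscillation, the PCA and the transcripts shared with CBK hearts, the paper concludes that the diurnal transcriptome is impaired in dnOGAh hearts.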

**Figure 5:**
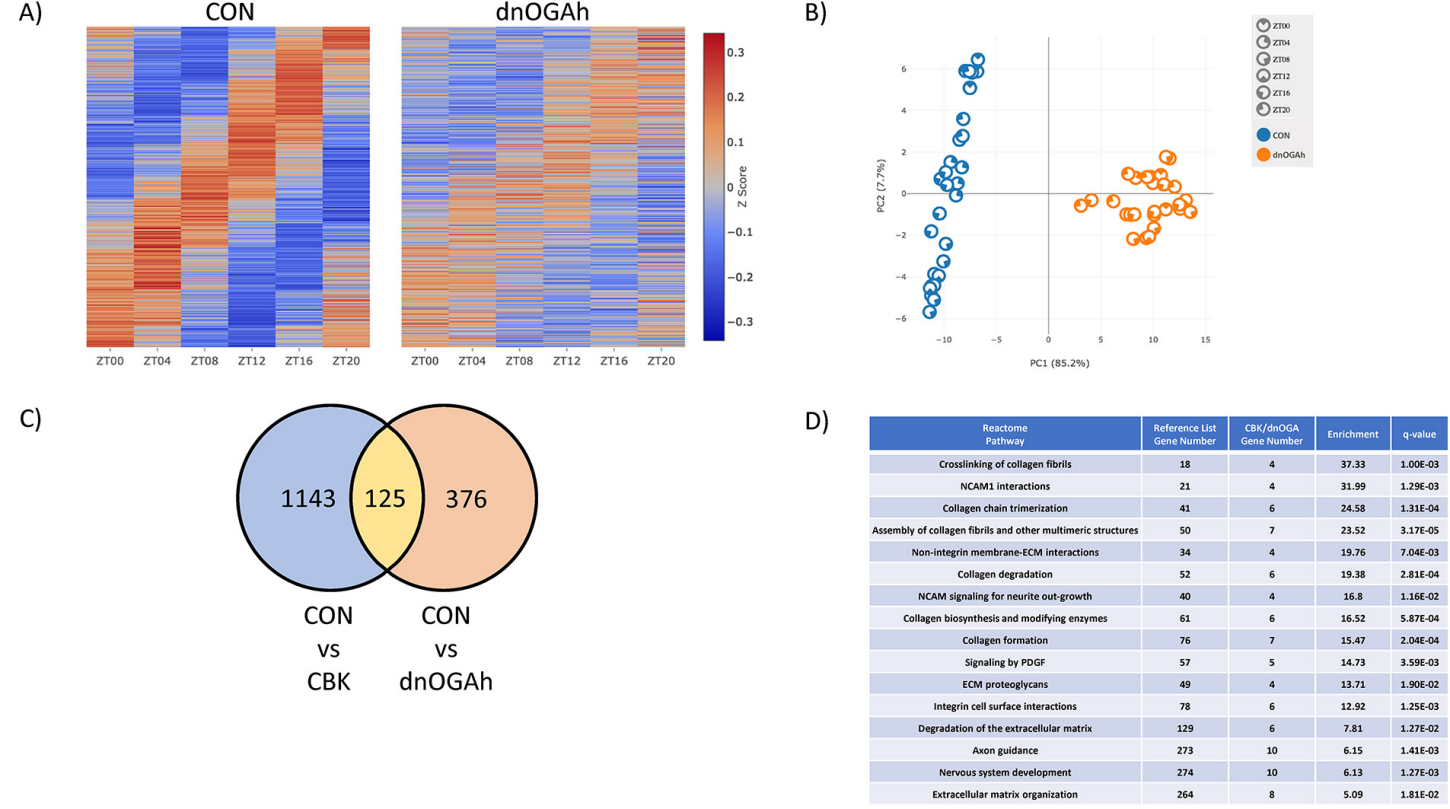
Impact of augmented protein O-GlcNAcylation on circadian governance of the cardiac transcriptome. Hearts were collected from dnOGAh and littermate CON mice at 4 h intervals over a 24 h period, 2 weeks after doxycycline treatment initiation, followed by RNAseq analysis (*n* = 5). **(A)** Heat map illustrating level of expression for genes exhibiting significant 24 h oscillations in CON hearts, that are either abolished or attenuated in dnOGAh hearts. **(B)** PCA plot for genes exhibiting significant 24 h oscillations in CON hearts, that are either abolished or attenuated in dnOGAh hearts. **(C)** Venn Diagram comparing differentially oscillating genes in CBK hearts vs. differentially oscillating genes in dnOGAh hearts. **(D)** Reactome pathway analysis results for oscillating genes that are commonly impacted in CBK and dnOGAh hearts.

### Interstitial fibrosis following disruption of the cardiac diurnal transcriptome

As indicated in Figure 5D, multiple transcripts involved in the extracellular matrix exhibited attenuated/abolished 24hr oscillations in both CBK and dnOGAh hearts; these transcripts included several collagen isoforms (Supplementary Table 10). 

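Among CON-oscillating transcripts, collagens were overrepresented, and in dnOGAh hearts none of the measured collagens oscillated while most were more abundant. Of 39 collagens measured, 6 oscillated in CON hearts (15.4%, odds ratio 8.47, Fisher's exact test, two-sided, p = 0.000162). With 1 replicate number left out of every group the odds ratio was 18.3 to 33.05. In dnOGAh hearts 31 of the 39 were higher (median log2 fold change 1.92). The list passed by fry (adjusted p = 4.94e-21) and by camera with its preset correlation (adjusted p = 2.14e-07). With an estimated correlation camera did not call it (adjusted p = 0.147). The fibrillar Col1a1 and Col3a1, the basement membrane Col4a1 and Col4a2, and Col15a1 all peaked at ZT4 in CON hearts, and Col5a3 at ZT2. Col3a1 had 166 ± 45.0 CPM in CON and 2351 ± 822 in dnOGAh hearts (SD, n = 30), and log2 amplitudes of 0.46 (standard error 0.0682) and 0.10 (standard error 0.258). Col1a1 rose from 107 ± 25.7 to 1263 ± 443.2, with amplitudes of 0.37 (standard error 0.0602) and 0.12 (standard error 0.226). Col4a1 had a log2 fold change of 0.89 (standard error 0.0697, adjusted p = 6.12e-17) and amplitudes of 0.37 and 0.22. Col5a3 had q = 0.000148 in CON and q = 0.0561 in dnOGAh hearts, with amplitudes of 1.02 (standard error 0.0858) and 0.51 (standard error 0.135). The direct test of a rhythm difference gave Col5a3 an adjusted p of 0.625, and 1 for the other 5. Col13a1, Col4a3, Col4a4 and Col6a6 were lower in dnOGAh hearts. Of 55 other matrix transcripts, 5 oscillated in CON hearts (2 to 8 over 14 alternative settings), namely Fbn1, Spon2 and the metalloproteinases Mmp11, Mmp14 and Mmp15. The odds ratio was 4.64 (Fisher's exact test, two-sided, p = 0.00621), and 5.887 to 10.59 with 1 replicate number left out. In dnOGAh hearts 46 of the 55 were higher (median 1.59). For this list adjusted p was 5.31e-22 by fry and 1.05e-10 by camera with its preset correlation. With an estimated correlation camera gave 0.147. Spon2 and Adamts4 oscillated in dnOGAh hearts. Adjusted over the list alone, 9 collagens and 13 matrix transcripts oscillated in CON hearts, and 1 and 2 in dnOGAh hearts. The paper's enrichment was over transcripts shared with CBK hearts, while this comparison took all tested genes as its background. Fisher's test takes transcripts as independent, and its p values do not allow for members that move together in the same hearts. The estimated correlation between members was 0.248 for collagens and 0.266 for the matrix list. Without the library labelled dnOGAh ZT12 replicate 3, Col5a3 passed the test of a rhythm difference.

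**Figure D6:**
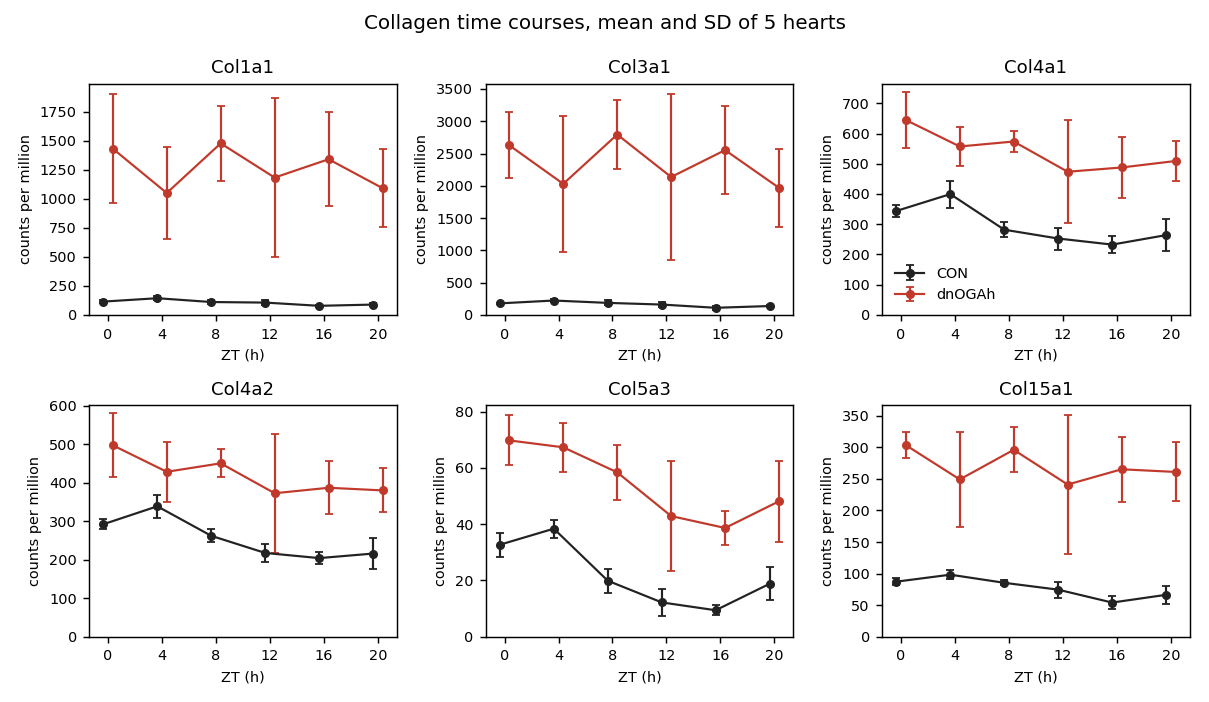
CPM of the 6 collagens that oscillated in CON hearts, by ZT (h), in CON (black) and dnOGAh (red) hearts. Points are means and bars the SD of 5 hearts, and the dnOGAh mean is above the CON mean at all 6 times for each collagen.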

RT-PCR was next performed to validate 24 h patterns of *col1a1*, *col3a1*, and *col4a1* mRNA in CBK, dnOGAh, and littermate control hearts. A 2-way ANOVA revealed significant time main effects for *col1a1*, *col3a1*, and *col4a1* mRNA (Figure 6A). In addition, genotype main effects were observed for all 3 collagen isoforms, in both CBK and dnOGAh hearts; these 3 transcripts were increased in both models (Figures 6A,B). Importantly, consistent with increased collagen isoform expression, interstitial fibrosis was augmented in both CBK and dnOGAh hearts (Figure 6C). These observations suggest that increased protein O-GlcNAcylation and attenuated circadian governance are associated with cardiac fibrosis.

**Figure 6:**
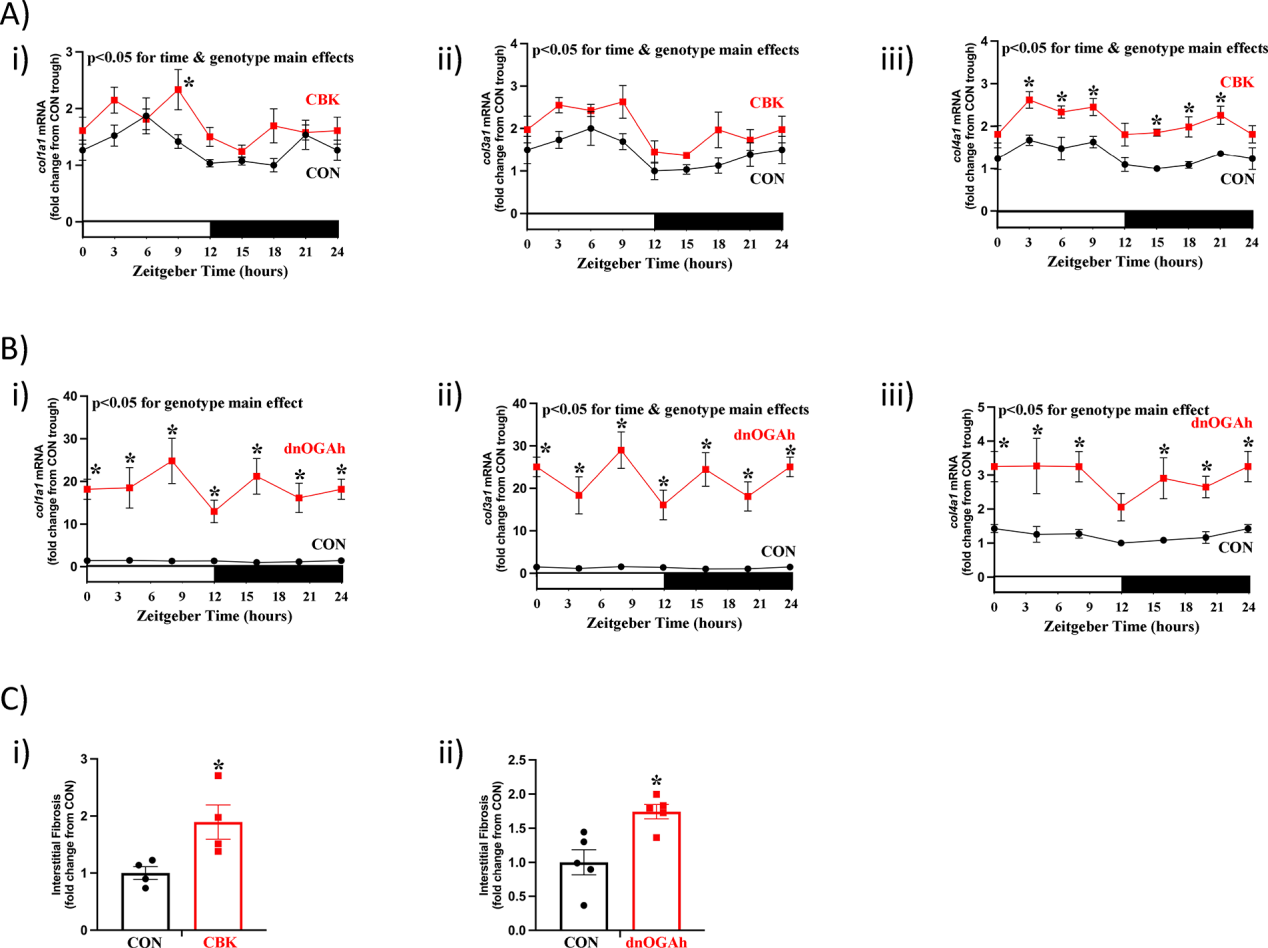
Increased interstitial fibrosis in CBK and dnOGA hearts. Hearts were collected either from CBK and littermate CON mice at 3 h intervals over a 24 h period, or from dnOGAh and littermate CON mice at 4 h intervals over a 24 h period (2 weeks after doxycycline treatment initiation), followed by RT-PCR and histologic analyses. **(A)** mRNA levels of collagen isoforms *col1a1* (i), *col3a1* (ii), and *col4a1* (iii) in CON and CBK hearts (*n* = 5−6). **(B)** mRNA levels of collagen isoforms *col1a1* (i), *col3a1* (ii), and *col4a1* (iii) in CON and dnOGA hearts (*n* = 5−9). **(C)** Interstitial fibrosis in CBK (i) and dnOGAh (ii) hearts compared to littermate CON hearts (*n* = 4−5). In panels A and B, ZT0 and ZT24 are identical (the data are double plotted purely for the sake of presentation). Please see Supplemental files for all original images. Data are presented as mean ± SEM, and have been normalized to the lowest (trough) value in CON hearts. Main effects of time and genotype are reported at the top of the figure panels. *, *p* < 0.05 for CON vs. CBK/dnOGAh hearts (at the same time-of-day).

## Discussion

Aberrant protein O-GlcNAcylation is associated with cardiac pathology in both humans and animal models (2). Protein O-GlcNAcylation is elevated in the heart during diabetes mellitus, hypertrophy, and ischemia (6, 16, 27). Reducing this PTM within normal levels, through AAV-mediated OGA overexpression, normalized markers of adverse cardiac remodeling and diastolic dysfunction during diabetes (6). Similar observations have been reported in the setting of pressure overload; transgenic mice overexpressing OGA were resistant to transaortic constriction induced systolic dysfunction (16). Conversely, genetic augmentation of protein O-GlcNAcylation specifically in cardiomyocytes *in vivo* is sufficient to induce adverse cardiac remodeling and dysfunction, the severity of which is dependent on the manner by which this PTM is enhanced. More specifically, cardiac-specific OGT overexpression resulted in an approximate 6-fold increase in protein O-GlcNAcylation and heart failure (16), whereas dnOGAh mice exhibit more modest increase in O-GlcNAcylation (<2-fold) and diastolic dysfunction (without impact on systolic parameters) (7).

Despite appreciation that sustained augmentation of protein O-GlcNAcylation contributes towards the pathogenesis of cardiac disease, the mechanisms by which this occurs remain elusive. This likely reflects the large number of proteins that are O-GlcNAc modified, as well as technical limitations associated with both identification and manipulation of specific protein sites for this PTM. Interestingly, multiple similarities exist between aberrant protein O-GlcNAcylation and circadian clock dysfunction. The latter has been reported in multiple cardiac disease states (e.g., diabetes mellitus, pressure overload induced hypertrophy) (20, 28, 29), while genetic ablation of the cardiomyocyte circadian clock results in adverse cardiac remodeling and heart failure (14). Even in humans, perturbed circadian biology secondary to behaviors (e.g., shift work) and/or genetic polymorphisms in clock components, is associated with increased cardiovascular disease risk (30, 31). Much like protein O-GlcNAcylation, circadian clocks regulate a large number of cellular processes, making it difficult to define the precise mechanisms by which circadian disruption leads to cardiac disease.

Protein O-GlcNAcylation and circadian clocks are interconnected, a relationship that was first described in the heart. The cardiomyocyte circadian clock governs 24 h oscillations in cardiac glucose utilization, OGT expression, and protein O-GlcNAcylation levels, all of which peak during the middle of the active period (8). This includes augmented BMAL1 O-GlcNAcylation during the active period, which was later reported to enhance protein stability through inhibition of ubiquitination (8, 9). CLOCK and PER isoforms are also subjected to O-GlcNAcylation; this PTM increases CLOCK protein stability, and affects the subcellular localization of PER proteins (9, 12). Although REVERB*α* binds with OGT, this circadian clock component does not appear to be O-GlcNAc modified. Instead, REVERBα affects OGT subcellular localization, thereby promoting O-GlcNAcylation of nuclear proteins during periods when REVERBα levels are elevated (32).

The majority of previously published studies investigating the impact of protein O-GlcNAcylation on circadian clock function have been acute in nature (i.e., <24 h), *in vitro*, and/or in extra-cardiac tissues. Moreover, the impact of sustained augmentation of protein O-GlcNAcylation on circadian governance of cellular processes is lacking. To gain greater insight, the purpose of the present study was to determine whether a modest elevation of protein O-GlcNAcylation in the adult heart for a prolonged period of time (2 weeks) influenced either the cardiac circadian clock or circadian governance of the cardiac transcriptome. Here, we report that an approximate 1.5-fold increase in protein O-GlcNAcylation in dnOGAh hearts impacted mRNA levels of 7 out of 10 circadian clock components (Figure 2). Consistent with aforementioned previously published studies reporting the impact of O-GlcNAcylation on stability of clock component proteins, BMAL1 and PER2 protein levels were augmented in dnOGAh hearts (to an extent that was greater than changes in mRNA levels), while REVERBα protein levels were unaffected (Figure 2B; Supplementary Table 3). Importantly, circadian governance was severely attenuated, at both the candidate gene level (Figures 3B,4B) and whole transcriptome level (Figures 5A,B). In the latter case, 95% of oscillating transcripts in control hearts were either abolished or significantly attenuated in dnOGAh hearts. Such observations not only underscore the importance of protein O-GlcNAcylation in the operation of circadian clock mechanism, but also highlight the scale by which this PTM affects clock output and temporal control of the transcriptome. With regards to potential functional consequences of aberrant circadian governance, comparison of transcriptomic data from dnOGAh and CBK hearts indicated that the extracellular matrix was commonly impacted in both models (Figure 5D), which was confirmed through RT-PCR and histology (Figure 6).

The present study has led to a number of subsequent questions, including those related to identification of the mechanisms by which circadian governance over the cardiac transcriptome is so dramatically abolished by sustained protein O-GlcNAcylation. Of the 10 circadian clock components investigated at the mRNA level, only *clock* was non-rhythmic in dnOGA hearts (Supplementary Table 4). At the protein level, 24 h oscillations in circadian clock components were either unaffected (i.e., REVERBα) or enhanced (BMAL1 and PER2; *p* = 0.11 and *p* < 0.05, respectively) in dnOGAh hearts (Figure 2B). This is in striking contrast to CBK hearts, for which 24 h oscillations in clock components were largely abolished/attenuated (Figures 1A,B). These observations suggest a potential uncoupling of the core clock mechanism from circadian governance of the transcriptome following a 2-week elevation of protein O-GlcNAcylation. 

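On the hearts that chose the oscillating transcripts, the median core clock transcript kept more of its CON amplitude in dnOGAh hearts than the median of the others. With held-out CON hearts, in a pooled measure over fewer transcripts, the values were close. The median relative amplitude of the 10 core clock transcripts was 0.809 (quartiles 0.6 and 0.875), and that of the other 376 CON-oscillating transcripts was 0.454 (permutation test, one-sided, p = 0.00058, chosen after the values were seen). This test and the held-out one below permuted list membership, taking transcripts measured in the same hearts as independent. Their p values do not cover variation between hearts. Per3 (1.06), Npas2 (0.967) and Cry1 (0.878) kept the most, and Clock (0.51), Per1 (0.546) and Arntl (0.587) the least. The output transcription factors and clock repressors had a median of 0.591 over the 9 that oscillated in CON hearts, from Tef (0.939) to Cipc (0.319). A high median was not particular to the core clock. It was 0.837 over 6 glucocorticoid-responsive transcripts, Per1 among them, and 0.825 over 3 endothelial ones. Every other list with CON-oscillating members had at most 0.641. Average levels moved as well. Arntl (log2 fold change 0.39, standard error 0.108, adjusted p = 0.00125) and Per1 (0.49, standard error 0.129, adjusted p = 0.000799) were higher in dnOGAh hearts, and Nr1d1, Nr1d2, Per3, Cry1 and Cry2 were lower, Cry2 by most (-0.73, standard error 0.0663, adjusted p = 1.12e-14). With the library number as a covariate, added after the data were seen, Arntl did not pass (0.255, adjusted p = 0.129). Clock, Npas2 and Per2 did not pass the genotype test. Of the 11 output factors and repressors 4 were higher, Bhlhe40 by most (1.06, standard error 0.0879), and 6 lower, Hlf (-1.75, standard error 0.135), Dbp (-0.89, standard error 0.124) and Tef (-0.80, standard error 0.0623) among them. With transcripts chosen on CON replicates 1 to 3 and CON amplitudes measured on replicates 4 and 5, the pooled relative amplitude was 0.756 for 4 core clock transcripts and 0.734 for 19 others (permutation test, one-sided, p = 0.449), and it was 0.7293 for all 10 core clock transcripts. The held-out values are ratios of sums over 23 transcripts, not medians over 386, so the 2 comparisons differ in more than the hearts. Over those 23, the ratio of sums was 0.6287 with CON amplitudes from replicates 1 to 3 and 0.7423 with those from replicates 4 and 5.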

Several possible explanations exist, including influences on direct clock output genes that serve as mechanistic links from the clock to cellular processes. The PAR transcription factors DBP, HLF, and TEF are excellent examples. At the mRNA, *dbp* and *tef* were reduced in dnOGAh hearts, while an antagonist to these transcription factors, E4BP4, was increased at both mRNA and protein levels (Figures 3B,C; Supplementary Table 3). Interestingly, E4BP4 protein levels were augmented in dnOGAh hearts to a greater extent compared with *e4bp4* mRNA, suggesting potential posttranscriptional regulation (Figures 3B,C; Supplementary Table 3). Recent studies indicate that E4BP4 links the cardiomyocyte circadian clock with cardiac metabolism and electrophysiology (33). Moreover, chronic elevations in E4BP4 levels in CBK hearts play a causal role in adverse remodeling and cardiac dysfunction. More specifically, pharmacologic and genetic attenuation of E4BP4 in CBK hearts reduces cardiac fibrosis and heart failure development (33, 34). Whether elevated E4BP4 levels in dnOGAh hearts (Figure 3C) promotes fibrosis (Figure 6) and previously reported contractile dysfunction (7) requires further investigation.

It is noteworthy that we and others have previously reported that approximately 10% of the cardiac transcriptome oscillates with a periodicity of 24 h in wild-type control hearts (35). However, the number of oscillating transcripts identified for CON hearts in the current dnOGAh RNAseq analysis was considerably lower. This is potentially secondary to two experimental factors. 

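The transcripts that oscillated in CON hearts made up 2.13% of those tested, and those of dnOGAh hearts 0.171%. Beside the clock genes, the CON list held transcripts of the heart's own functions, such as the gap junction gene Gja1 (log2 amplitude 0.35, standard error 0.0716), and of the vessel wall, such as Cdh5 (VE-cadherin; 0.21, standard error 0.0497). Pfkfb3, a regulator of glycolysis, oscillated in CON hearts (q = 0.0371), and so did the growth factors Tgfb1 and Vegfa (q = 0.0471 each), close to the threshold. An unadjusted JTK p under 0.05 was reached by 2146 transcripts in CON and 683 in dnOGAh hearts. In CON hearts 154 transcripts passed at q under 0.01, and 723 with a permutation null in place of both the exact null and the Bonferroni adjustment over lags. A cosinor in DESeq2 gave 826, and no filter on low counts gave 235. Among simulated transcripts given a rhythm in CON libraries alone, JTK_CYCLE recovered 49.5% at a log2 amplitude of 0.5 and 77.5% at 1.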

First, dnOGAh and littermate CON mice were both treated with doxycycline (initially injection, followed by ingestion) for 2 weeks. Doxycycline has established effects on the microbiome, as well as biological processes in the host (including metabolism) (36, 37). Interestingly, previously published studies have reported that antibiotic-mediated perturbations in the microbiome impacts both the heart and circadian clocks (38). Second, a higher time resolution was utilized for our previously published microarray studies (3 h intervals; 8 time points) compared to the current RNAseq analysis in dnOGA and littermate CON hearts (4 h intervals; 6 time points) (14). An additional limitation of the bulk RNA approach employed by our microarray and RNAseq analyses is that they fail to consider the heterogeneity of the heart. The possibility exists that O-GlcNAcylation phase shifts the cardiomyocyte clock in dnOGAh hearts, whereas the clock remains relatively intact in non-cardiomyocytes. Such an intercellular dyssynchrony would be perceived as attenuated/abolished 24 h oscillations when RNA is pooled from all cell types in the heart (i.e., bulk methods). Finally, the current study investigated diurnal variations, as opposed to circadian rhythms. Future studies should be performed under circadian conditions (e.g., constant darkness), preventing any potential masking effects of light-dark cycles.

In summary, the present study has revealed that a modest increase in protein O-GlcNAcylation for a 2-week period in adult hearts is sufficient to severely attenuate circadian governance of the cardiac transcriptome, in a manner that appears to be distinct from circadian clock disruption. This abolishment of circadian governance in the heart was associated with increased interstitial fibrosis. Future studies are required to define the precise mechanisms by which protein O-GlcNAcylation impairs circadian governance, and whether this plays a role in the etiology of cardiac disease during diabetes mellitus, pressure overload, and/or ischemia.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE301657.

## Supplementary material

Supplementary Figure 1 Diurnal variations in whole-body energy balance in CBK (A) and dnOGA (B) mice. CBK, dnOGA, and littermate CON mice were placed in CLAMS cages, followed by continuous non-invasive assessment of energy expenditure, food intake, and physical activity. In all panels, ZT0 and ZT24 are identical (the data are double plotted purely for the sake of presentation). Data are presented as mean ± SEM, for 5–7 independent observations. Main effects of time are reported at the top of the figure panels.

Supplementary Figure 2 Diurnal variations in hepatic gene expression in dnOGA mice. Livers were collected from dnOGAh and littermate CON mice at 4hr intervals over a 24 h period, 2 weeks after doxycycline treatment initiation, followed by RT-PCR analyses. mRNA levels of bmal1 (i), reverba (ii), and dbp (iii) in CON and dnOGAh livers (*n* = 5–9). ZT0 and ZT24 are identical (the data are double plotted purely for the sake of presentation). Data are presented as mean ± SEM, and have been normalized to the lowest (trough) value in CON hearts. Main effects of time are reported at the top of the figure panels.

# Supplementary material for: Severe attenuation of circadian clock output in the heart following sustained augmentation of cardiomyocyte protein O-GlcNAcylation
**Source:** Front Cardiovasc Med. 2025 Jul 17;12:1601407. doi: 10.3389/fcvm.2025.1601407
**Supplement:** Supplementary Figure 1 — Diurnal variations in whole-body energy balance in CBK (A) and dnOGA (B) mice. CBK, dnOGA, and littermate CON mice were placed in CLAMS cages, followed by continuous non-invasive assessment of energy expenditure, food intake, and physical activity. In all panels, ZT0 and ZT24 are identical (the data are double plotted purely for the sake of presentation). Data are presented as mean ± SEM, for 5–7 independent observations. Main effects of time are reported at the top of the figure panels.

## Slide 1

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 1A
ZT3
ZT12
ZT21
ZT15
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
100
BMAL1
75
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 2

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 1B
ZT9
ZT0
ZT18
ZT6
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
100
BMAL1
75
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 3

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 2A
ZT6
ZT0
ZT12
ZT18
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
100
BMAL1
75
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 4

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 2B
ZT9
ZT3
ZT15
ZT21
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
100
BMAL1
75
100
75
Amido
Black
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 5

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 3A
ZT3
ZT12
ZT21
ZT15
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
100
75
100
75
Amido
Black
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 6

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 3B
ZT9
ZT0
ZT18
ZT6
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
100
BMAL1
75
100
75
Amido
Black
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 7

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 4A
ZT12
ZT6
ZT3
ZT9
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
100
BMAL1
75
100
75
Amido
Black
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 8

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 4B
ZT15
ZT21
ZT18
ZT0
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
BMAL1
100
75
Amido
Black
100
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 9

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 5A
ZT21
ZT15
ZT6
ZT12
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
100
BMAL1
75
100
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 10

Figure 1Bi Original Blots for BMAL1 (10% gel) – Sample Set 5B
ZT0
ZT18
ZT9
ZT3
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
100
BMAL1
75
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 11

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 1A
ZT6
ZT0
ZT12
ZT18
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
REVERBa
75
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 12

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 1B
ZT9
ZT3
ZT15
ZT21
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
REVERBa
75
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 13

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 2A
ZT3
ZT12
ZT21
ZT15
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
REVERBa
75
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 14

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 2B
ZT9
ZT0
ZT18
ZT6
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
REVERBa
75
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 15

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 3A
ZT12
ZT6
ZT3
ZT9
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
REVERBa
75
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 16

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 3B
ZT15
ZT21
ZT18
ZT0
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
75
REVERBa
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 17

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 4A
ZT21
ZT15
ZT6
ZT12
kDa
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
REVERBa
75
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 18

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 4B
ZT0
ZT18
ZT9
ZT3
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
REVERBa
75
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 19

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 5A
ZT3
ZT12
ZT21
ZT15
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
REVERBa
75
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 20

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 5B
ZT9
ZT0
ZT18
ZT6
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
REVERBa
75
75
Amido
Black
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 21

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 6A
ZT6
ZT0
ZT12
ZT18
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
REVERBa
75
75
Amido
Black
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 22

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 6B
ZT9
ZT3
ZT15
ZT21
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
REVERBa
kDa
75
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 23

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 7A
ZT12
ZT6
ZT3
ZT9
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
REVERBa
75
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 24

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 7B
ZT15
ZT21
ZT18
ZT0
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
REVERBa
75
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 25

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 8A
ZT21
ZT15
ZT6
ZT12
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
REVERBa
75
75
50
Amido
Black
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 26

Figure 1Bii Original Blots for REVERBa (8% gel) – Sample Set 8B
ZT0
ZT18
ZT9
ZT3
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
REVERBa
75
75
Amido
Black
50

## Slide 27

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 1A
ZT3
ZT12
ZT21
ZT15
kDa
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
250
PER2
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 28

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 1B
ZT9
ZT0
ZT18
ZT6
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
PER2
250
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 29

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 2A
ZT6
ZT0
ZT12
ZT18
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
250
PER2
150
Amido
Black
150
75

## Slide 30

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 2B
ZT9
ZT3
ZT15
ZT21
kDa
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
250
PER2
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 31

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 3A
ZT3
ZT12
ZT21
ZT15
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
250
PER2
150
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 32

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 3B
ZT9
ZT0
ZT18
ZT6
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
PER2
250
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 33

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 4A
ZT12
ZT6
ZT3
ZT9
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
250
PER2
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 34

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 4B
ZT15
ZT21
ZT18
ZT0
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
250
PER2
150
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 35

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 5A
ZT21
ZT15
ZT6
ZT12
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
250
PER2
150
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 36

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 5B
ZT0
ZT18
ZT9
ZT3
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
250
PER2
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 37

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 6A
ZT6
ZT0
ZT12
ZT18
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
250
PER2
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 38

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 6B
ZT9
ZT3
ZT15
ZT21
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
PER2
250
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 39

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 7A
ZT12
ZT6
ZT3
ZT9
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
250
PER2
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 40

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 7B
ZT15
ZT21
ZT18
ZT0
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
250
PER2
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 41

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 8A
ZT21
ZT15
ZT6
ZT12
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
250
PER2
150
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 3 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 42

Figure 1Biii Original Blots for PER2 (8% gel) – Sample Set 8B
ZT0
ZT18
ZT9
ZT3
kDa
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
250
PER2
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 3 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 43

Figure 1C Original Blot for Total Protein O-GlcNAcylation – Samples Sets 1, 2, and 3
CON
CBK
OEG
OEG
220
120
100
80
O-GlcNAc
60
50
40
30
20
OEG = Other Experimental Group

## Slide 44

Figure 2Bi Original Blot for BMAL1 (10% gel) – Sample Set 1
ZT4
ZT8
ZT16
ZT24
ZT20
ZT12
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
100
BMAL1
75
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 45

Figure 2Bi Original Blot for BMAL1 (10% gel) – Sample Set 2
ZT8
ZT12
ZT20
ZT16
ZT24
ZT4
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
BMAL1
100
75
Amido
Black
100
75
50
OEG = Other Experimental Group
Membranes cut into 6 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 46

Figure 2Bi Original Blot for BMAL1 (10% gel) – Sample Set 3
ZT12
ZT4
ZT24
ZT20
ZT16
ZT8
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
100
BMAL1
75
100
75
50
Amido
Black
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 47

Figure 2Bi Original Blot for BMAL1 (10% gel) – Sample Set 4
ZT12
ZT24
ZT4
ZT16
ZT8
ZT20
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
kDa
CON
CON
CON
CON
CON
CON
100
BMAL1
75
Amido
Black
100
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 48

Figure 2Bi Original Blot for BMAL1 (10% gel) – Sample Set 5
ZT4
ZT16
ZT8
ZT20
ZT12
ZT24
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
100
BMAL1
75
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 49

Figure 2Bii Original Blot for REVERBa (8% gel) – Sample Set 1
ZT4
ZT8
ZT16
ZT24
ZT20
ZT12
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
REVERBa
75
150
75
Amido
Black
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 50

Figure 2Bii Original Blot for REVERBa (8% gel) – Sample Set 2
ZT8
ZT12
ZT20
ZT16
ZT24
ZT4
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
REVERBa
75
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 51

Figure 2Bii Original Blot for REVERBa (8% gel) – Sample Set 3
ZT12
ZT4
ZT24
ZT20
ZT16
ZT8
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
REVERBa
75
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 52

Figure 2Bii Original Blot for REVERBa (8% gel) – Sample Set 4
ZT12
ZT24
ZT4
ZT16
ZT8
ZT20
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
REVERBa
75
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 53

Figure 2Bii Original Blot for REVERBa (8% gel) – Sample Set 5
ZT4
ZT16
ZT8
ZT20
ZT12
ZT24
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
REVERBa
75
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 54

Figure 2Biii Original Blot for PER2 (8% gel) – Sample Set 1
ZT4
ZT8
ZT16
ZT24
ZT20
ZT12
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
PER2
250
150
150
75
Amido
Black
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 55

Figure 2Biii Original Blot for PER2 (8% gel) – Sample Set 2
ZT8
ZT12
ZT20
ZT16
ZT24
ZT4
kDa
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
CON
CON
CON
CON
CON
CON
PER2
250
150
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 56

Figure 2Biii Original Blot for PER2 (8% gel) – Sample Set 3
ZT12
ZT4
ZT24
ZT20
ZT16
ZT8
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
PER2
250
150
Amido
Black
150
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 57

Figure 2Biii Original Blot for PER2 (8% gel) – Sample Set 4
ZT12
ZT24
ZT4
ZT16
ZT8
ZT20
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
CON
CON
CON
CON
CON
CON
kDa
250
PER2
150
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 58

Figure 2Biii Original Blot for PER2 (8% gel) – Sample Set 5
ZT4
ZT16
ZT8
ZT20
ZT12
ZT24
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
Dn
OGAh
CON
CON
CON
CON
CON
CON
PER2
250
150
150
Amido
Black
75
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 59

Figure 2C Original Blot for Total Protein O-GlcNAcylation – Sample Set 1
ZT8
ZT8
dnOGAh
CON
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
245
180
140
100
75
O-GlcNAc
60
45
35
OEG = Other Experimental Group

## Slide 60

Figure 2C Original Blot for Total Protein O-GlcNAcylation – Sample Set 2
ZT8
ZT8
dnOGAh
CON
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
245
180
140
100
75
O-GlcNAc
60
45
35
OEG = Other Experimental Group

## Slide 61

Figure 2C Original Blot for Total Protein O-GlcNAcylation – Sample Set 3
ZT8
ZT8
dnOGAh
CON
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
245
180
140
100
75
O-GlcNAc
60
45
35
OEG = Other Experimental Group

## Slide 62

Figure 2C Original Blot for Total Protein O-GlcNAcylation – Sample Set 4
ZT8
ZT8
dnOGAh
CON
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
245
180
140
100
75
O-GlcNAc
60
45
35
OEG = Other Experimental Group

## Slide 63

Figure 2C Original Blot for Total Protein O-GlcNAcylation – Sample Set 5
ZT8
ZT8
dnOGAh
CON
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
OEG
245
180
140
100
75
O-GlcNAc
60
45
35
OEG = Other Experimental Group

## Slide 64

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 1A
ZT3
ZT12
ZT21
ZT15
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
75
E4PB4
50
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 65

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 1B
ZT9
ZT0
ZT18
ZT6
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
75
E4PB4
50
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 4 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 66

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 2A
kDa
ZT6
ZT0
ZT12
ZT18
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
75
E4PB4
50
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 67

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 2B
ZT9
ZT3
ZT15
ZT21
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
75
E4PB4
50
Amido
Black
100
75
50
OEG = Other Experimental Group
Membranes cut into 4 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 68

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 3A
ZT3
ZT12
ZT21
ZT15
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
75
E4PB4
50
100
75
Amido
Black
50
OEG = Other Experimental Group
Membranes cut into 4 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 69

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 3B
ZT9
ZT0
ZT18
ZT6
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
kDa
75
E4PB4
50
Amido
Black
100
75
50
OEG = Other Experimental Group
Membranes cut into 5 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 70

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 4A
ZT12
ZT6
ZT3
ZT9
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
75
E4PB4
50
Amido
Black
100
75
50
OEG = Other Experimental Group
Membranes cut into 4 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 71

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 4B
ZT15
ZT21
ZT18
ZT0
CON
CBK
CON
CBK
OEG
OEG
OEG
OEG
CON
CBK
CON
CBK
kDa
E4PB4
75
50
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 4 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 72

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 5A
ZT21
ZT15
ZT6
ZT12
kDa
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
75
E4PB4
50
100
75
Amido
Black
50
OEG = Other Experimental Group
Membranes cut into 4 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

## Slide 73

Figure 3Ci Original Blots for E4BP4 (10% gel) – Sample Set 5B
ZT0
ZT18
ZT9
ZT3
kDa
CBK
CON
CBK
CON
OEG
OEG
OEG
OEG
CBK
CON
CBK
CON
75
E4PB4
50
100
Amido
Black
75
50
OEG = Other Experimental Group
Membranes cut into 4 sections, allowing interrogation of multiple distinct protein targets (only 1 target reported here)
Click on image, then ‘crop’ tool, to see the excess non-membrane area

How the deposited data were processed for this re-analysis (not part of the article)

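RNA from hearts of male dnOGAh and CON mice (biventricular samples, by the paper's methods) was sequenced in 60 libraries, 1 per heart, with 5 hearts per genotype at each of 6 times of day. The labels' ZT24 was read as ZT0, as the paper's legends state that these are identical. The deposited file holds raw counts per Ensembl gene, 53700 gene rows and 5 summary rows. The submitters' notes name Trim Galore 0.6.7, STAR 2.7.10b, HTSeq 2.0.2 and GRCm39, with no annotation release or strand setting. Gene names came from a table for an earlier mouse assembly, GRCm38, used for names only, so no coordinates are given, and 52093 of the 53700 genes were named. In it Oga is Mgea5 and Bmal1 is Arntl.

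Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr over the 12 groups with a minimum count of 10, which left 18119, and library sizes were scaled by TMM. The paper names JTK cycle in NiteCap with q under 0.05, and its text names no filter on low counts and no normalization. Oscillation was tested per genotype by JTK_CYCLE as published, on CPM, at 6 lags in steps of 2 h. It used the exact Jonckheere-Terpstra null for 6 ordered times, a Bonferroni adjustment over lags and Benjamini-Hochberg q values over all tested genes. At each lag some times share a cosine value, which that null does not take into account. Amplitudes came from a least-squares 24 h cosinor on log2 CPM (prior count 2) with delta-method standard errors. The relative amplitude is the dnOGAh cosinor vector projected on the CON phase, divided by the CON amplitude. A difference in rhythm was tested by edgeR's quasi-likelihood test of the genotype by cosine and sine terms, and effects of genotype and of time by the same test over the 12 groups.

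Gene lists were the core clock, output transcription factors and clock repressors, metabolic and signaling genes the paper names, collagens, matrix, activated and resident fibroblasts, endothelial, smooth muscle and pericyte, macrophage, lymphocyte, sarcomere and calcium handling, fetal program and stress, electrophysiology, fatty acid oxidation, TCA cycle and oxidative phosphorylation, glycolysis, hexosamine pathway, unfolded protein and integrated stress response, heat shock, glucocorticoid-responsive, TGF-beta and growth factors, inflammation and interferon, cell cycle, atrial, adipocyte, erythroid and platelet, and skeletal muscle. Lists were tested with camera (preset correlation 0.01, and again with an estimated correlation), fry and Fisher's exact test, adjusted over 28 lists. Genes named in the text are those the paper names, the largest and smallest fold changes with one sign at all 6 times and a mean of at least 5 CPM, the smallest JTK and rhythm-difference p values, and up to 4 members per list by size of change and by CON oscillation. Leo1, Ephx1 and Aldh1a1, Tsc22d3, Mmp15, the 4 lower collagens, and the genes that passed without a library were named after their values were seen.

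Depth ran from 9162859 to 82938039 counts per library. On simulated data with known changes, the genotype test recovered 84.5% of 2-fold changes with 3.98% false calls, JTK_CYCLE made 1.71% false calls in CON and 1.42% in dnOGAh libraries, and the test of a rhythm difference recovered 44.0% at a log2 amplitude of 0.5 and 70.5% at 1, with 3.78% false calls. A rhythm given to both genotypes at an amplitude of 1 was called in 69.5% in dnOGAh libraries.

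Alternatives were DESeq2 size factors, no filter or a mean of at least 1 CPM, each replicate number or library left out, the replicate number as a block, a permutation null for JTK, cosinor tests in limma, edgeR and DESeq2, other thresholds, totals thinned to the smallest library, linear counts, held-out CON replicates, other tests of genotype and rhythm difference, scaling without matrix and the 20 highest genes, and scaled or all transcripts for the PCA. Leaving out 3 libraries that stood apart and the library number as a covariate were added after seeing the data. Supplementary Table 10 is held only in part and the CBK array data are not among these files, so the overlap with CBK hearts was not repeated. Pathway analysis in PANTHER was not repeated either.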

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

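Of the tests below, those of libraries that stand apart and of chance in the core clock's relative amplitude were chosen after the result was seen, as was the second form of the split test of the rhythm difference, and that of the library number was added after the data were seen and before its own result was.

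Several immune, proliferative, metabolic and electrophysiology groups moved with genotype. Median log2 fold changes were 2.74 for macrophage and monocyte markers, 3.31 for inflammation and interferon, 2.74 for cell cycle, -1.12 for fatty acid uptake and oxidation, -0.983 for the TCA cycle and oxidative phosphorylation and -1.07 for electrophysiology. By fry, and by camera with its preset correlation, each of these lists passed. With an estimated correlation, camera called none of these lists (adjusted p = 0.147, and 0.154 for the TCA cycle). Chance can be excluded for the genotype effect, since among 100 splits that permuted genotype within time points only the real one (1 of 100) gave as many as 7030 higher transcripts or 5784 lower ones, and the highest other splits gave 1 and 0.

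In 9 of 48 comparisons (12 groups of 5 libraries, each by 3 measures of quality and by Oga), 1 library stood far from the other 4, where chance gives about 1 in 20, or 2.4. The percentage of counts on mitochondrial genes was 77.6 in CON ZT4 replicate 4 (others 29.8 to 32.1) and 66.0 in dnOGAh ZT4 replicate 4 (others 14.7 to 20.7). Counts in units of 1e+06 were 52.4 in CON ZT8 replicate 4 (others 13.4 to 19.4) and 48.2 in CON ZT12 replicate 5 (others 11.6 to 20.9). The percentage of reads on no gene was 5.6 in CON ZT4 replicate 4 (others 3.86 to 4.13), 14.3 in dnOGAh ZT0 replicate 2 (others 4.65 to 5.95) and 8.82 in dnOGAh ZT4 replicate 4 (others 4.74 to 5.87). Oga was at 54.03 CPM in CON ZT0 replicate 3 (others 59.1 to 60.39) and at 773.2 in dnOGAh ZT4 replicate 5 (others 402.6 to 475.6).

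The 24 h rhythm differed between genotypes for Tspan4 (adjusted p = 0.0158), Arntl (0.0178) and ENSMUSG00000119895 (0.0153), the last with 1 high library, dnOGAh ZT0 replicate 2. Other splits were tested with limma, which called 1 gene, Arntl, with the real labels. Of 100 splits, 4 gave a count as large over all genes and 2 among CON-oscillating transcripts, the real split included. The highest other split gave 1 in each case, as many as the real labels, so there is no margin. This form of the test was put in place after a first form had given the opposite answer. With limma's variance trend taken on centred values, the real labels called 0 genes, and 100 of 100 splits gave a count as large, which does not exclude chance. These counts, resting on 1 gene, do not decide.

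The pattern weighed first is the lower number of oscillating transcripts in dnOGAh hearts, 31 against 386. Chance is excluded for the counts in CON hearts, in dnOGAh hearts and in both (real values 386, 31 and 24, each reached in 1 of 100 draws, the real one, with 0 as the highest other), and for the difference between genotypes (real 355, reached in 1 of 100 draws, highest other 237). The tables argue against sequencing depth, since the CON count was 12.44 times the dnOGAh count at equal totals, against the libraries that stand apart (12.95 times without 3 of them), and against a difference by library number (12.67 times with it as a covariate). For a larger spread between dnOGAh hearts, CON rhythms were given the dnOGAh residual spread gene by gene. This left 1323 transcripts, 246 of the 386 among them. Genes whose spread is smaller in dnOGAh hearts raised that count. More calls also loosen the Benjamini-Hochberg cutoff for the 386, so the 246 cannot exclude the spread as the cause. A smaller amplitude and a larger spread in dnOGAh hearts cannot be told apart. The dnOGAh rhythms given the CON spread gave 205 transcripts, 71 of them on the CON list. On that list the residual SD was larger in dnOGAh hearts for 285 of 386. That list was chosen for rhythm in CON hearts, which favors a small CON spread, so the 285 are not independent support. Over all tested genes the median ratio of residual SDs, dnOGAh over CON, was 0.9731.

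A time effect of any shape was called for 213 transcripts in CON hearts, which chance is excluded from giving (1 of 100 draws, highest other 20). For the 68 in dnOGAh hearts chance is not excluded, as 22 of 100 draws gave as many and the highest other gave 1177, a count whose source was not tested.

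The pattern weighed next is that core clock transcripts, on the hearts that chose the transcripts, kept more of their CON amplitude than the other CON-oscillating transcripts. Permuted membership speaks against a random draw from the oscillating transcripts (permutation test, one-sided, p = 0.00058), but not against an effect of choosing and measuring on the same hearts. The permutation tests of this pattern took transcripts as independent, so their p values do not cover variation between hearts. On these same hearts, the core clock was also compared with the 102 other transcripts of at least the smallest core clock amplitude, 0.436 (medians 0.809 and 0.438, permutation test, one-sided, p = 0.00195). This set a floor and did not match amplitudes, which reach 2.26 for Arntl. It therefore cannot exclude a larger CON amplitude of the core clock as the cause. An overestimate of weak CON amplitudes, since the transcripts were chosen on the same hearts, stays open. The held-out comparison did not go against it, as the difference there was 0.0215 (permutation test, one-sided, p = 0.4494). It took ratios of sums over 23 transcripts and not medians over 386, so its smaller difference cannot be laid to holding out alone. That comparison held only 4 core clock transcripts, so it does not show that the groups were alike, and a biological difference between the core clock and its outputs stays open as well.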

How the results depend on the processing

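No value past its threshold changed direction here (gene lists whose median changed sign are given under other observations). The ratio of spreads between hearts, not past its test, ran from 0.9171 to 1.157 (0.979 with all hearts), and the folds of Npas2 and Nfil3, not past theirs, crossed 1 in some settings. Of the values compared, 749 kept their size or call while 108 moved, all of them counts except the first component with scaled values and the relative amplitude without replicate 2. Odds ratios were compared by their call alone, and their size ran from 6.25 to 33.05 for collagens (8.47 with all hearts) and from 4.764 to 12.36 for matrix transcripts (4.64). The cause was not tested except where fewer samples, fewer or more genes or another threshold is itself the change. Calls of 173 named genes in the genotype test did not reverse in any setting, but 7, Arntl among them, were lost with the library number as a covariate, and 0 to 4 in the other settings. Their oscillation calls were less stable, as leaving out 1 replicate number lost 9 to 19 of them in CON and 8 to 18 in dnOGAh hearts. As to depth, thinning every library to the smallest total left 336 transcripts oscillating in CON and 27 in dnOGAh hearts.

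Counts follow in the order oscillating in CON, in dnOGAh, only in CON, only in dnOGAh, in both, and with lower amplitude. An unadjusted JTK p under 0.01 gave 1004, 228, 900, 124, 104 and 9, and q under 0.01 gave 154, 13, 144, 3, 10 and 2. A permutation null gave 723, 57, 683, 17, 40 and 8. The DESeq2 cosinor gave 826, 74, 773, 21 and 53 for the first 5. At q under 0.10, 15 oscillated only in dnOGAh hearts. On linear CPM 11 had a lower amplitude. With no filter on low counts 235 oscillated in CON and 215 only in CON, rhythms differed for 325 genes, 4 of them CON-oscillating, and 126 had a time effect in dnOGAh hearts. Thinned to equal totals, rhythms differed for 0 genes, none CON-oscillating (edgeR, with 74 CON-oscillating at an unadjusted p under 0.05), and limma called 1, a CON-oscillating one. A 2-fold minimum left 3234 transcripts higher and 1188 lower. Scaled values put the first component at 42.1%.

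Replicate numbers do not pair the libraries (mean r 0.0082 over 330 pairs, and 15 of 60 libraries were closest to one of their own number). With the replicate number as a block, 11 oscillated only in dnOGAh hearts and 43 had a time effect there.

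Added after seeing the data, the library number as a covariate gave 1 rhythm difference, in a CON-oscillating transcript, 7 lower amplitudes and 43 time effects in dnOGAh hearts. Without the library labelled dnOGAh ZT12 replicate 3, rhythms differed for 7 genes, 6 of them CON-oscillating, 11 oscillated only in dnOGAh hearts, and 275 and 124 had a time effect in CON and dnOGAh hearts. Without this library and the 2 richest in mitochondrial counts, 505 oscillated in CON and 39 in dnOGAh hearts, rhythms differed for 12 genes, 10 of them CON-oscillating, 8 had a lower amplitude, and 374 and 137 had a time effect in CON and dnOGAh hearts. With a mean of at least 1 CPM as well, the counts were 604 in CON, 51 in dnOGAh, 569 only in CON, 16 only in dnOGAh and 7 lower.

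Leaving out each replicate number in turn gave 104 to 222 in CON, 4 to 17 in dnOGAh, 90 to 212 only in CON, 0 to 4 only in dnOGAh, 4 to 14 in both, 2 to 3 lower, 0 to 4 rhythm differences, 0 to 1 of them CON-oscillating, time effects for 78 to 144 in CON and 29 to 90 in dnOGAh hearts, and a relative amplitude of 0.4754 to 0.5739. The percentage abolished or attenuated ran from 89.42 to 98.86. Leaving out each library gave 313 to 486 in CON, 25 to 37 in dnOGAh, 288 to 462 only in CON, 4 to 11 only in dnOGAh, 20 to 26 in both and a relative amplitude of 0.4218 to 0.5025. Held-out CON replicates 3 to 5 gave no relative amplitude, since replicates 1 and 2 alone called 0 transcripts.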

Differences from the paper's values

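The paper reports 13 transcripts oscillating only in dnOGAh hearts, and here there were 7, at the same q threshold of 0.05 with a filter and normalization that the paper's text does not name. Of the alternatives set before the data were examined, the replicate block (11), edgeR's cosinor (10), JTK with a permutation null (17) and JTK at q under 0.10 (15) came within 1.5 times the paper's value. DESeq2 size factors (7), no filter (6), a mean of at least 1 CPM (8), thinned totals (7), each replicate left out (0 to 4), limma's cosinor (5), DESeq2's cosinor (21), q under 0.01 (3) and an unadjusted p under 0.01 (124) did not. Leaving out the library labelled dnOGAh ZT12 replicate 3 gave 11, leaving out 3 libraries gave 10, and leaving out 3 with a mean of at least 1 CPM gave 16, settings chosen after seeing the values, which drop 7, 7 and 5 of the paper's 13, where all libraries drop 9. Rcan1, Plat, Aldh9a1 and B3gntl1 are on the paper's list and on the one here.

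For the PCA, the first component holds about 85% of the variance in Fig. 5B, read by eye, and 55.95% here. No filter (56.79), a mean of at least 1 CPM (57.66), the replicate block (57.38) and leaving out replicate 2 (56.95) or 4 (60.19) came within 1.5 times the paper's value. DESeq2 size factors (56.65), thinned totals (54.92), leaving out replicate 1, 3 or 5 (52.47, 55.7 and 55.83), scaled values (42.1) and all CON-oscillating transcripts (53.36) did not. Leaving out the 2 libraries richest in mitochondrial counts gave 60.96 and leaving out 3 libraries 61.65, both chosen after seeing the values, and they drop 87 and 86 of the paper's 528 CON-oscillating transcripts, where all libraries drop 196. With the library number as a covariate, also chosen after, it was 57.76. The second component holds about 7.7% in Fig. 5B, read by eye, and 11.69% here, and neither scaled values (15.94) nor all CON-oscillating transcripts (13.28) came within 1.5 times.

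Of the paper's 528 CON-oscillating transcripts, 332 were called here, where chance gives 11.2, and of its 45 in dnOGAh hearts 29 were. Of the other 196 of its CON list, 188 had an unadjusted p under 0.05. The paper's list for both genotypes includes Col5a3 (q = 0.0561 in dnOGAh hearts here), Tspan4 (0.0646), Wee1 (0.209) and Zbtb16 (0.324). The paper gives Adamts4 as attenuated in dnOGAh hearts, while the amplitudes in its own table are 7.89 in CON and 41.0 in dnOGAh hearts. Here linear amplitudes were 0.478 and 2.25 CPM, and log2 amplitudes 1.40 and 1.09.

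By RT-PCR the paper finds a genotype effect in 7 core clock transcripts, and 7 passed here. Of these, Arntl, Nr1d2, Per3, Cry1 and Cry2 passed in both. Over 20 transcripts 16 had the same direction in both, and all 14 that passed in both had the same direction, the collagens, Dbp and Tef among them. The paper's folds for Clock, Npas2, Per2 and Nfil3 are above 1, where they were 0.97, 0.926, 0.94 and 0.986 here without passing the test (Npas2 was at 1.02 without replicate 3 and Nfil3 at 1.01 without replicate 2). Npas2, Per2 and Nfil3 passed in the paper and not here, while Nr1d1 (0.785) and Per1 (1.40) passed here and not in the paper. By cosinor on RT-PCR the paper finds 24 h oscillations of Dgat2 and Nampt mRNA in CON hearts, which by JTK_CYCLE had q = 0.0636 and q = 0.205 in CON hearts. Adjusted over the paper's 4 metabolic and signaling genes alone, both passed. By the same method the paper finds an altered oscillation in dnOGAh hearts for Npas2 alone of the core clock mRNAs, and an attenuated one for Dbp. On log2 CPM here, amplitudes were 0.984 in CON and 1.01 in dnOGAh hearts for Npas2, and 2.02 and 1.59 for Dbp, neither past the test. Those of Arntl, Nr1d1 and Nfil3 were lower in dnOGAh hearts.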

Other observations

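Of the tests below, that of the Myh6 promoter was chosen after the result was seen.

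Beyond the groups at the claims, most measured transcripts of the hexosamine pathway, of the unfolded protein response and of growth factor signaling were higher in dnOGAh hearts. Each list passed by fry (adjusted p of 8.62e-20 or less) and by camera with its preset correlation (adjusted p of 0.00856 or less). With an estimated correlation camera called none of these lists. Of 10 transcripts of the hexosamine pathway and O-GlcNAc cycling 9 were higher in dnOGAh hearts (median log2 fold change 0.58, adjusted p = 0.147 with an estimated correlation in camera), with Uap1l1, a relative of the enzyme that makes UDP-GlcNAc, at 1.47 (standard error 0.0861) and Gfpt2, which opens the pathway, at 0.85 (standard error 0.085). Oga itself is among them. Of 25 unfolded protein and integrated stress response transcripts 17 were higher and 3 lower (adjusted p = 0.147 with an estimated correlation), the serine and one-carbon enzymes Psat1 (2.28, standard error 0.127) and Mthfd2 (2.21, standard error 0.139) and the transcription factor Atf3 (2.88, standard error 0.151) among the higher. Of 22 TGF-beta and growth factor transcripts 14 were higher and 5 lower (adjusted p = 0.173 with an estimated correlation), Ccn2 by 2.83 (standard error 0.13), while Vegfa was lower (-0.86, standard error 0.0948). Of the paper's 4 metabolic and signaling genes 4 were lower (median -0.76). For them adjusted p was 8.62e-20 by fry, and by camera 0.00153 with the preset and 0.147 with an estimated correlation. Among the largest single changes were those in Sprr1a, a stress-induced protein (7.27, standard error 0.424), and Il1rn, the interleukin-1 receptor antagonist (6.78, standard error 0.288), and, downward, in Mylk4, a myosin light chain kinase (-3.42, standard error 0.219).

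Other lists went both ways or held few changes. Of 24 measured glucose uptake and glycolysis genes 6 were higher and 16 lower (median -0.55). For them adjusted p was 4.73e-11 by fry, and by camera 0.00363 with the preset and 0.284 with an estimated correlation. Of resident fibroblast markers 6 were higher and 5 lower, of smooth muscle and pericyte markers 3 and 5, of heat shock and temperature-responsive transcripts 7 and 8, of glucocorticoid-responsive transcripts 9 and 6, of erythroid and platelet markers 2 and 5, of atrial markers 1 and 2, of adipocyte markers 0 and 1, and of skeletal muscle markers 2 and 2, and camera called none of these. Medians of the adipocyte, atrial, heat shock and skeletal muscle lists changed sign between settings (-1.04 to 0.0235, -1.13 to 0.072, -0.04 to 0.0284 and -0.0359 to 0.958). In the heat shock list Hspb1 was higher (1.82, standard error 0.104) and Cirbp, a cold-inducible RNA-binding protein, lower (-0.66, standard error 0.07), and Cirbp and Chordc1 oscillated in CON hearts. The library labelled dnOGAh ZT12 replicate 3 had 14780 Myh6 and 70.37 Nppa CPM, against 1277 to 8446 Myh6 and 50.48 to 1330 Nppa in the other dnOGAh libraries, where the 50.48 was in ZT4 replicate 4.

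A hypothesis was that Oga is lower in dnOGAh hearts with lower Myh6, since the transactivator is driven by the Myh6 promoter and its expression may fall with it. Across all 30 dnOGAh hearts Pearson's r of log2 Oga and log2 Myh6 was 0.174 (permutation p = 0.354, adjusted over 9 relations 0.455) and Spearman's rho 0.452 (p = 0.0131), and r was 0.164 without the 2 hearts farthest in Myh6, so that the values do not decide. Without the libraries labelled dnOGAh ZT12 replicate 3 and ZT4 replicate 4, left out after their values were seen, r was 0.649 over 28 hearts (permutation p = 0.00023, adjusted 0.00207), so the relation depends on which libraries are kept. Within library numbers up to 29 r was 0.555 (n = 12, permutation p = 0.0606), and within 31 and above it was -0.127 (n = 18), and without the 2 hearts of each farthest in Myh6 these were 0.79 and 0.438. A lower share of cardiomyocyte RNA cannot be told apart from this, as the ratios of both to Tnnt2 had r = 0.279 (permutation p = 0.133) and rho = 0.465 (p = 0.00999). The mean of Tnni3, Actc1 and Myl2, also of cardiomyocytes, had r = -0.202 with Oga (permutation p = 0.269, rho = 0.168), and r = 0.347 without the 2 hearts farthest in that mean, so it does not decide either. In CON hearts, which carry no dnOGA transgene, r of Oga and Myh6 was 0.326 (n = 29, without CON ZT4 replicate 4, permutation p = 0.0898), so the values do not tie the relation to the transgene, while the tables argue against sequencing depth (r = 0.0268 of Oga with total counts).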
